# Oral administration of oat beta-glucan preparations of different molecular weight results in regulation of genes connected with immune response in peripheral blood of rats with LPS-induced enteritis

**DOI:** 10.1007/s00394-018-1838-3

**Published:** 2018-10-04

**Authors:** Katarzyna Błaszczyk, Małgorzata Gajewska, Jacek Wilczak, Dariusz Kamola, Alicja Majewska, Joanna Harasym, Joanna Gromadzka-Ostrowska

**Keywords:** Autophagy, Beta-glucans, Enteritis, Immunomodulation, Transcriptomic profile

## Abstract

**Purpose:**

Beta-glucans are biologically active polysaccharides having antioxidant, immunomodulatory, and antiinflammatory properties. This study investigated the transcriptomic profile in peripheral blood of rats with LPS-induced *enteritis*, which were fed a diet supplemented with high- (G1) and low- (G2) molecular-weight oat beta-glucans.

**Methods:**

Two-color rat gene expression microarrays were applied and the analysis was performed using a common reference design to provide easy means of comparing samples from various experimental conditions against one another. Common reference sample was labeled with cyanine 3 (Cy3) and investigated samples from each experimental group: C-G0 (control group fed semi-synthetic diet), LPS-G0 (LPS-challenged group fed semi-synthetic diet), LPS-G1 (LPS-challenged group fed G1 beta-glucan enriched diet), and LPS-G2 (LPS-challenged group fed G2 beta-glucan enriched diet) were labeled with cyanine 5 (Cy5). Each microarray was performed in quadruplicate. Statistical analysis was performed using one-way ANOVA and Tukey’s HSD post-hoc test (*p* < 0.05). A multiple testing correction was performed using Benjamini and Hochberg False Discovery Rate < 5%. A quantitative real-time RT-PCR was performed to verify the expression of chosen transcripts.

**Results:**

The microarray analyses revealed differentially expressed transcripts between: the LPS-G0 and the control groups: C-G0 (138 genes), the LPS-G1 and LPS-G0 groups (533 genes), and the LPS-G2 and LPS-G0 groups (97 genes). Several differentially expressed genes in the beta-glucan-supplemented groups encoded proteins belonging to TLR and NLR signaling pathways, as well as prostaglandin synthesis and regulation pathways. Both beta-glucans up-regulated the expression of *Atg10*, which belongs to the family of autophagy-related genes, suggesting a possible link between autophagy induction and beta-glucan supplementation.

**Conclusion:**

The changes in gene expression observed in the peripheral blood indicate that oat beta-glucans exerted a protective effect in rats with an induced inflammatory state caused by LPS challenge. The greater number of differentially expressed genes was observed in group supplemented with G1 beta-glucan, pointing at the differences in the mode of action of high- and low-molecular-weight beta-glucans in the organism.

**Electronic supplementary material:**

The online version of this article (10.1007/s00394-018-1838-3) contains supplementary material, which is available to authorized users.

## Introduction

Polysaccharides are known to play a crucial role in potentiating immunity, and they are predicted to provide a wide area for the discovery of new types of safe and tolerable immune adjuvants. Among numerous investigated polysaccharides, beta-glucans belong to the most promising in terms of their potential therapeutic properties [1]. Beta-glucans are a group of biologically active natural compounds and represent highly conserved structural components of cell walls in fungi, yeast, seaweed, and cereals. In general, beta-glucan is the chemical name of a polymer of beta-glucose, and exists as a homopolymer of glucose having an unbranched chain with (1 → 3)-beta-d-glycosidic linkages, mixed-linked (1 → 3),(1 → 4)-beta-d-glycosidic linkages, or a branched polymer with side chains joined by (1 → 6)-beta-d glycosidic linkages. The mechanisms of beta-glucan action include a reduction in nutrient absorption and an improvement in intestinal content viscosity. Furthermore, beta-glucans can be a potential source for fermentation by the microbes present in the small intestine [2] and may produce a prebiotic effect [3]. Such an effect was also observed in our studies, where we demonstrated that the potential prebiotic properties of beta-glucans were mostly connected with the stimulation of short-chain fatty acids production by intestinal microflora, rather than changes in the number of lactic acid bacteria [4].

Extensive research conducted in recent decades has shown that beta-glucans of different origin are able to significantly stimulate several types of immune reactions oriented against microbes, toxic factors, cancer, and other factors [5, 6]. Beta-glucans are able to stimulate the immune response due to their ability to bind to surface receptors of immune cells, i.e., monocytes, granulocytes, and NK cells, and to their ability to activate and regulate humoral as well as cell-mediated immunity. It has been established that beta-glucans may act via three distinct immunostimulating mechanisms, modulating the activity of: macrophages, T lymphocytes, and the complement system. Due to these properties beta-glucans are able to regulate innate immune response as well as to enhance adaptive immunity by stimulating the activity of T lymphocytes. Studies using animal models have demonstrated that dietary supplementation with beta-glucans enhances the immune system by activating T cells expressing CD8 and TCR1 surface molecules [7].

Our previous studies showed the beneficial effects of oat beta-glucans on the health status of rats with *enteritis* induced by LPS injection [4, 8–10], and other studies have shown that the molecular weight of oat beta-glucans determines the mode of action of these compounds in the body [11]. Our observations revealed that high-molecular-weight beta-glucan was more effective in decreasing oxidative stress in animals with LPS-induced *enteritis* in colon tissue, as well as in the stomach, liver, or spleen [4, 8–10]. On the other hand, dietary supplementation with low-molecular-weight beta-glucan resulted in an improvement in the condition (morphology) of colon tissue in healthy control rats and animals with LPS-induced *enteritis* [4].

Therefore, in the present research, we aimed to investigate whether dietary supplementation with high- and low-molecular-weight beta-glucans (G1 and G2, respectively) may also have a systemic effect in rats challenged with LPS, which would manifest in, among other things, changes in gene expression observed in peripheral blood. To our knowledge, this is the first study investigating the potential genomic effect of dietary beta-glucans and intravenously administered LPS in blood of rats with LPS-induced *enteritis*.

## Materials and methods

### Characterization of beta-glucan preparations from oat

Two fractions of oat beta-glucans: high molecular weight (G1, 2,180,000 g/mol) and low molecular weight (G2, 70,000 g/mol) were used in this experiment. High-molecular-weight oat beta-glucan fraction was obtained from Futurum Ltd. (Częstochowa, Poland) and produced on the basis of a patented procedure [12]. Low-molecular-weight oat beta-glucan fraction was manufactured accordingly with a method previously published by our research group [13]. Methods of extraction and characterisation of beta-glucans have been described in details in our earlier report, regarding the effect of these compounds on the antioxidative and antiinflammatory status of rats [8]. Briefly, oat beta-glucans of high and low molecular weights were isolated from beta-glucan enriched oat fiber (20%, Microstructure, Poland) by water extraction in alkaline conditions (pH 8, 1 M NaOH), followed by deproteination, precipitation with ethanol addition, and drying (80 °C, 24 h) [12, 13]. The content of oat beta-glucans in samples was evaluated with lichenase hydrolysis method and analyzed spectrophotometrically according to the AOAC 995.16 method, which was modified to determine the high beta-glucan content (cellulase addition, Megazyme, Ireland), as described in our previous paper [13]. Molecular weight was determined by HPLC-SEC with commercially available beta-glucans’ standards (Megazyme, Ireland) [13]. All samples were run in triplicates and the results were presented as mean values.

### Animals and treatment

The study was performed on 8-week-old male Sprague–Dawley rats (*n* = 72) obtained from Charles River Laboratories (Sulzfeld, Germany). All used protocols had the approval of the IIIrd local Ethical Committee in Warsaw, Poland, and respected the 3 R rules. Animals were separated and kept in individual polyurethane cages for a period of 6 weeks with food and water available ad libitum. The environment was controlled, with a 12 h light/dark cycle, a room temperature of 22 ± 0.5 °C, and a relative humidity of 50%. Body weight was recorded at regular intervals (once a week) and the feed consumption was measured every 2 days, from the end of the 2 week test period.

At the beginning of experiment, animals were divided into two major groups: a control group (group C, *n* = 36) and an experimental group (group LPS, *n* = 36). Animals from the C group were injected (through the tail vein) with aqueous sodium chloride solution (0.9%) administered twice at intervals of 7 days, while rats in the experimental group were injected with *E. coli* lipopolysaccharides (LPS; 10 mg per kg of body weight; administered twice at intervals of 7 days), to induce *enteritis*. The previous studies have shown that systemic administration of LPS to animals induces small intestine inflammation [4, 14].

Rats in control and LPS-challenged groups were further divided into six subgroups (*n* = 12 rats, each) according to the experimental diets that they received in the course of the 6-week experiment. Animals were fed semi-synthetic diet (control: G0 diet) formulated with respect to the nutritional requirements for laboratory animals (National Research Council 1995) or semi-synthetic diet supplemented with 1% (w/w) oat beta-glucans (G1 and G2 diets). Thus, the following experimental groups of rats were created: C-G0 and LPS-G0 (control and *enteritis* individuals, fed control diet), C-G1 and LPS-G1 (control and *enteritis* individuals, fed diet with high-molecular-weight oat beta-glucan), and C-G2 and LPS-G2 (control and *enteritis* individuals, fed diet with low-molecular-weight oat beta-glucan). Semi-synthetic diet was implemented to avoid the possible influence of beta-glucans present in commercially available diets. Composition of the diets (micronutrients, macronutrients, and vitamins mixtures) was described elsewhere [4]. Rats body weight gain and feed consumption were measured during the experimental period, and the results have been published in our previous report [8].

### Microarrays

#### RNA isolation, validation, labeling, and hybridization

At the end of the 6-week feeding period, after 12 h of fasting, blood samples were taken by the cardiac puncture under isoflurane anesthesia and collected in RNeasy Protect Animal Blood Tubes (Qiagen, USA). Total RNA from peripheral blood was isolated using a RNeasy Protect Animal Blood Kit (Qiagen, USA). Isolated RNA samples were dissolved in 30 µl of REB Buffer from the test kit. Next, the RNA quantity was measured spectrophotometrically using a NanoDrop spectrophotometer (NanoDrop Technologies, USA). The analysis of the final RNA quality and integrity was performed with a BioAnalyzer (Agilent, USA). To ensure optimal data quality, only RNA samples with RIN number ≥ 7.5 were included in the analysis.

The analysis of gene expression profile was performed using SurePrint G3 Rat Gene Expression Microarray, 8 × 60 K (Agilent Technologies, USA). The Low Input Quick Amp Labeling Kit (Agilent, USA) was used to amplify and label target RNA to generate complementary RNA (cRNA) for oligo microarrays used in gene expression profiling. Two-color microarrays were used. The experiment was performed using a common reference design, in which the common reference comprised a pool of equal amounts of RNA from each experimental group of animals (three samples per group). RNA samples included in the common reference pool were not used as the experimental samples in the microarray experiment. The cRNA of common reference was labeled with Cy3 and the cRNA isolated from blood of single rats from each experimental group: C-G0, LPS-G0, LPS-G1, and LPS-G2 were labeled with Cy5. For the purpose of the microarray analysis presented in this article, 16 two-color microarrays were performed: 4 microarrays for each experimental group (C-G0, LPS-G0, LPS-G1, LPS-G2) (Fig. 1).

**Fig. 1:**
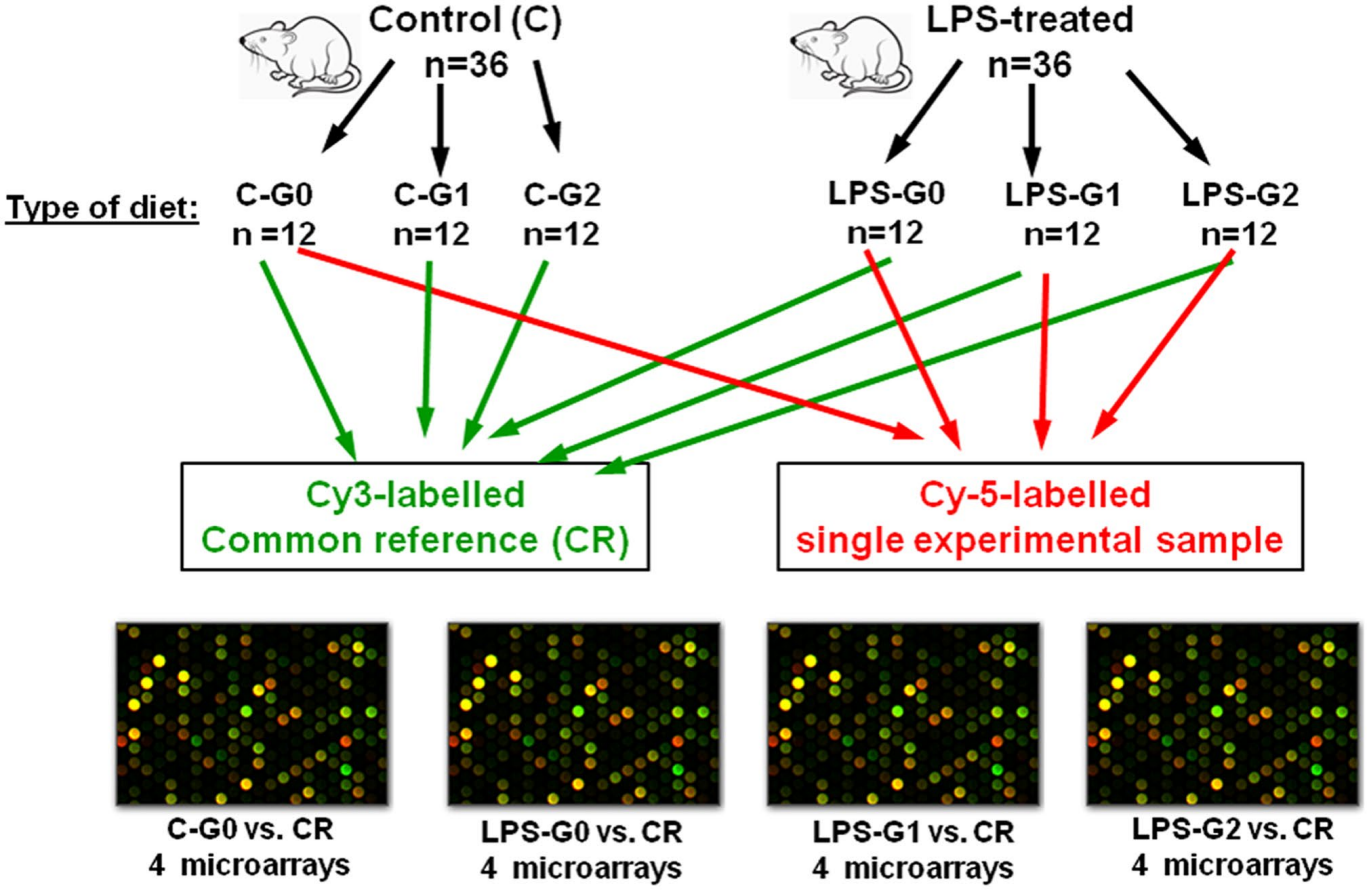
Scheme of experimental design used in the microarray analysis described in the study

On each microarray, 300 ng of Cy3-labeled cRNA of common reference sample and 300 ng of Cy5-labeled cRNA of control (C-G0) or LPS-treated experimental conditions (LPS-G0, LPS-G1, and LPS-G2) were hybridized. Microarray hybridization was performed with the Gene Expression Hybridization Kit (Agilent Technologies, USA), according to the manufacturer’s protocols. RNA Spike In Kit (Agilent Technologies, USA) was used as an internal control. Acquisition and analysis of hybridization intensities were performed using an Agilent DNA microarray scanner.

#### Signal detection and statistical analysis

After microarray scanning, data were extracted and background subtracted using the standard procedures contained in the Agilent Feature Extraction (FE) Software version 10.7.3.1. FE performs a Lowess normalization. To reveal the differential gene expression, statistical analysis was performed using the Gene Spring 12 software (Agilent, USA). The samples underwent quality control, and in the next step probe sets were filtered by flags to remove poor quality probes (absent flags). The statistical significance of the differences was evaluated using a one-way ANOVA and Tukey’s HSD post-hoc test (*p* < 0.05). A multiple testing correction was performed using Benjamini and Hochberg False Discovery Rate (FDR) < 5%. Microarray data were deposited at the Gene Expression Omnibus data repository under the number GSE102071 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE102071).

Further analysis was performed using the list of genes that showed at least twofold change in expression (FC ≥ 2). To identify signaling pathways and gene function, the microarray data were analyzed using Pathway Studio 6.0 (Ariadne Genomics). This is a database consisting of millions of individually modeled relationships between proteins, genes, complexes, cells, tissues, drugs, and diseases [15].

#### Real-time RT-PCR

To verify the microarray results, the expression of chosen genes from each compared experimental group was checked by real-time RT-PCR. Sequences of the chosen 17 genes were obtained from Ensembl or NCBI database. Primers were designed using the Primer-Blast software (NCBI database) and verified using Oligo Calc: Oligonucleotide Properties Calculator (free software available online, provided by Northwestern University) to exclude sequences showing self-complementarity. The secondary structures of the amplicon were examined by the mfold Web Server (free online access). *GAPDH* was used as the reference gene. The sequences of all primers used are listed in Table 1.

**Table 1:** Primer sequences for quantitative real-time PCR verification of microarray results

	Forward primer (5′–3′)	Reverse primer (5′–3′)
Target gene (LPS-G0 vs. C-G0)		
*Prodh*	GCTGCAGAGGATGGATGTG	GTAGCACTGGAACGTGTTGA
*Camsap2*	AGCCAGTCCAGTCCTGATAA	GAGTCCTCGTCCATGGTTTC
*Hmcn2*	GCGGATTCAGGGTCTACAAG	CTCCAGCTGTGTTGCTAACT
*Serp2*	GAGGGGAAACGTAGCCAAAAC	TTATGTGGCCAACCTGCAAAC
*Gzmc*	GCTTCCTGGTGAGAGACAAC	AGTCCTCTTGGCACTTCTCA
Target gene (LPS-G1 vs. LPS-G0)		
*Slc27a2*	CTACAACATCCGTGCCAAGT	GTGTCCACGCCATTAGTGTT
*Tpx2*	GAAGAGCAGAAGCAGCAGAA	GCCTCCATCTCAGCCATTTT
*Flt1*	TGGCTCCACGACCTTAGAC	GGCACCTATAGACACCCTCAT
*Serpini2*	CAGCAGCAGATCATGCAAAC	CCAAGACCAGACGAGTCAAG
*Clcn3*	CCTAGATGGAGCAGGTGCTAT	GATCCGTCTGTGCCTTTCTC
*Fat2*	GGAATTTCAGGGTGGCATGA	GAACGAGTATCGGCCATGAG
Target gene (LPS-G2 vs. LPS-G0)		
*Kcnk2*	ATGAACCCACGGGCGAAAA	AGTTCTGAGCAGCAGACTTG
*Mcm2*	AGAGACTACCGTCCCATTCC	TCAGCTCCTCCACATCTTCA
*Mtss1l*	GACAAGGACCATGCGAAAGA	CAGGTCTCCTTTCCCTTTGC
*Gas7*	ATGGCAACGGCACTTCAG	ACATTCCCAGGTGGTCTCAT
*Usp6nl*	TCCGGATCTGGGACATCTAC	GCCCGCTTTAACTCTGTCAT
*Efr3b*	AGATGTGGGTCGCCATAGAT	GCTTTCCACGAAGAGGTTGA
Reference gene		
*GAPDH* (*glyceraldehyde 3-phosphate dehydrogenase*)	GCTGGGGCTCACCTGAAGG	GGATGACCTTGCCCACAGCC

Total RNA was reverse transcribed to first-strand complementary DNA (cDNA) using the High-Capacity cDNA Reverse Transcription (Applied Biosystems, USA). All analyses were performed on the individual samples of total RNA using SYBR Select Master Mix (Applied Biosystems, USA) on Stratagene Mx3005P Quantitative PCR instrument for RT-PCR, following the manufacturer’s protocol. Annealing temperature depended on the pair of primers used to amplify specific genes. Real-time RT-PCR was performed on RNA samples from rats that were not used in the microarray experiment, but belonged to the analyzed groups (*n* = 5 per experimental group), and the reactions were performed in three repetitions per sample. The relative expression of the target genes was calculated using the 2^−ΔΔ*C*T^ method [16]. Results are presented as fold change over control (ratio: B/A; where B represents experimental conditions, A represents control conditions, i.e.: in LPS-G0 vs. C-G0, A represents control; in LPS-G1 vs. LP-G0 and in LPS-G2 vs. LPS-G0, A represents LPS-G0) and expressed as means ± SD. Data were analyzed by GenEx v.6 (bioMCC—bioscience Marketing Communication Consulting) and GraphPad Prism™ version 5.00 (GraphPad Software, Inc., USA) softwares.

## Results

In terms of the total feed intake and body weight gain, no statistically significant differences were noted among particular control (C) and *enteritis* (LPS) groups of animals, and these results have been published in our previous paper [16]. However, histopathological examination of the intestinal wall showed the clear signs of inflammation in the mucosa and submucosa layers, as was demonstrated in our previously published report [4].

In the present study, to determine the effect of two oat beta-glucan preparations of different molecular weight (G1: high-molecular-weight beta-glucan, 2 180 000 g/mol; G2: low-molecular-weight beta-glucan, 70 000 g/mol) on the gene expression profile in the peripheral blood of rats intravenously injected with LPS, we performed microarray analysis. 

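Blood RNA of single rats was hybridized on 24 two-color SurePrint G3 Rat microarrays, each with a common reference RNA in the other channel. The 4 groups compared in the paper had 4 arrays each, 16 in all. The other 8 arrays held rats fed the G1 or G2 diet without LPS injection (C-G1 and C-G2, 4 each). The arrays lay on 3 slides of 8 arrays, and each slide held all 6 groups. The authors deposited the output of Agilent Feature Extraction (version 10.10.1.1 by the files), in which the background is subtracted and the dyes are balanced by Lowess. For each of 62976 spots it gives the log10 ratio of the channels. The sample labels put the rat RNA in Cy3 and the reference in Cy5, the reverse of the paper's methods and Fig. 1. For 7074 probes well above background in both channels on all 24 arrays, the median SD between arrays of 1 group was 0.35 in Cy3 and 0.19 in Cy5 on the log2 scale, and the SD was larger in Cy3 for 97.4% of the probes. The ratio of Cy3 over Cy5 was used, as log2. Of the folds in Supplementary Tables 1 to 3, 138 of 138, 532 of 533 and 97 of 97 equalled the ratio of the processed Cy3 over Cy5 signals within 0.002 on the log2 scale, and 0 equalled the reverse ratio.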

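Control spots and spots marked as outliers were left out, and the spots of each probe were averaged, which gave 30367 probes. The paper's text does not state the rule behind its filter on absent flags. Here, the 10315 probes that were well above background in Cy3 on all arrays of at least 1 of the 4 groups were tested. Between 7788 and 15389 probes per array were well above background in Cy3. The median was 11435.5 in C-G0, 11204 in LPS-G0, 11542 in LPS-G1 and 11101.5 in LPS-G2. On the 3 slides it was 11204, 10564.5 and 13535.5. In the 16 arrays, the median SD of a probe's log2 ratio was 0.38 in C-G0, 0.23 in LPS-G0, 0.23 in LPS-G1 and 0.22 in LPS-G2. The titles of the LPS-G0 replicates 3 and 4 name LPS, while another label field gives them as controls. They were used as LPS-G0. The 16 arrays were fitted in 1 linear model with limma, whose moderated test is two-sided, and p was adjusted by the Benjamini-Hochberg method over the probes tested. A transcript was called differentially expressed at an adjusted p under 0.05 and a change of at least 2-fold. The count at an unadjusted p under 0.05 and at least 2-fold is given beside it, because Table 2 does not say which p it uses. The number of arrays, 4 per group, limits the precision of each value. Where a probe was well above background on 0 of the 4 arrays of a group, only a bound on the fold change is given. It sets the mean Cy3 signal of all 4 arrays of the other group, dim arrays included at their measured signal, against the lowest signal well above background, so it is no strict limit where that group has dim arrays. Probe positions are those of the array design on the rn4 assembly.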

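When the LPS-G0 group was compared with C-G0, limma called 1 of 10315 probes, higher in LPS-G0. It lies in Fam111a (chromosome 1, 215596354 to 215596413). Its log2 ratio in C-G0 was -0.13 ± 0.19 (SD, n = 4), and the SD in LPS-G0 was 0.36 (n = 4). The log2 fold change was 1.63 (standard error 0.24, adjusted p = 0.0364 from limma), and every LPS-G0 array was above every C-G0 array (exact permutation test, two-sided, p = 0.0286, the smallest that 4 arrays against 4 allow). The probe was well above background on 4 of 4 LPS-G0 arrays and 1 of 4 C-G0 arrays. Its adjusted p was 0.153 with a variance trend in limma, 0.103 with all 24 arrays in the model, and 0.256 without LPS-G0 replicate 1. At an unadjusted p under 0.05 and at least 2-fold there were 50 probes, 27 higher and 23 lower in LPS-G0. Whatever their fold change, 1564 probes had an unadjusted p under 0.05, where chance gives about 516 on average. The arrays of the 2 groups did not overlap for 520 probes (5.04%), and chance gives 2.86% on average. Probes are not independent, so a chance division of the arrays can depart from these averages. Of the 35 ways to divide these arrays into 4 and 4, 10 gave at least 50 probes at the unadjusted p and 2-fold, the real one included. The count called depended most on limma's array weights, with which it was 160. Without C-G0 replicate 1 it was 126, with 103 higher and 23 lower, and 184 at the unadjusted p. Without any 1 of the other arrays it was 0 or 1. The unadjusted count was also 86 without LPS-G0 replicate 2, 104 without LPS-G0 replicate 3 and 110 without C-G0 replicate 4. The balance of higher and lower transcripts at the unadjusted p also depended on the scaling and on the filter. Normexp background correction with loess gave 2 higher and 0 lower, and no filter on dim probes gave 199 higher and 221 lower. Of the alternatives chosen after the data were seen, the Cy3 channel alone gave 43 higher and 23 lower, the Cy5 filter 55 higher and 141 lower, and the processed-signal ratio without a filter, in an unmoderated test, 89 higher and 152 lower.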

The analysis revealed: 138 differentially expressed transcripts between the LPS-G0 and C-G0 groups, of which 45 genes were up-regulated and 93 were down-regulated in the LPS-G0 group. 

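Between the LPS-G1 and LPS-G0 groups, 102 probes were called by limma, 19 higher and 83 lower in LPS-G1. At the unadjusted p there were 159, of which 48 were higher and 111 lower. Without a minimum fold change, 921 probes had an adjusted p under 0.05, 56 higher and 865 lower. The number with an unadjusted p under 0.05 was 2778. The arrays did not overlap for 2257 probes (21.9%, against the 2.86% of chance), among them 94 of the 102 called. The number called varied with single arrays. It was 0 without LPS-G0 replicate 1, LPS-G0 replicate 4 or LPS-G1 replicate 4, 1 without LPS-G1 replicate 2, 2 without LPS-G1 replicate 3 and 11 without LPS-G0 replicate 2. It was 182 without LPS-G0 replicate 3 and 235 without LPS-G1 replicate 1. At the unadjusted p the range was 99 (without LPS-G1 replicate 2) to 328 (without LPS-G1 replicate 1), and it was 289 without LPS-G0 replicate 3. With slide as a block in limma, 42 probes were called, 5 higher and 37 lower. With all 24 arrays in the model 3 were called. Without the LPS-G0 arrays of conflicting labels limma called 0, with 233 at the unadjusted p. After normexp background correction and loess, 14 were called, all lower. In the Cy3 channel alone 0 were called by limma, and at the unadjusted p 60 were higher and 134 lower. Without a filter on dim probes, limma called 0, and the unadjusted count was 739. The methods' analysis of variance with Tukey's HSD gave 0 at the adjusted p and 95 at the unadjusted p.

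**Figure D1:**
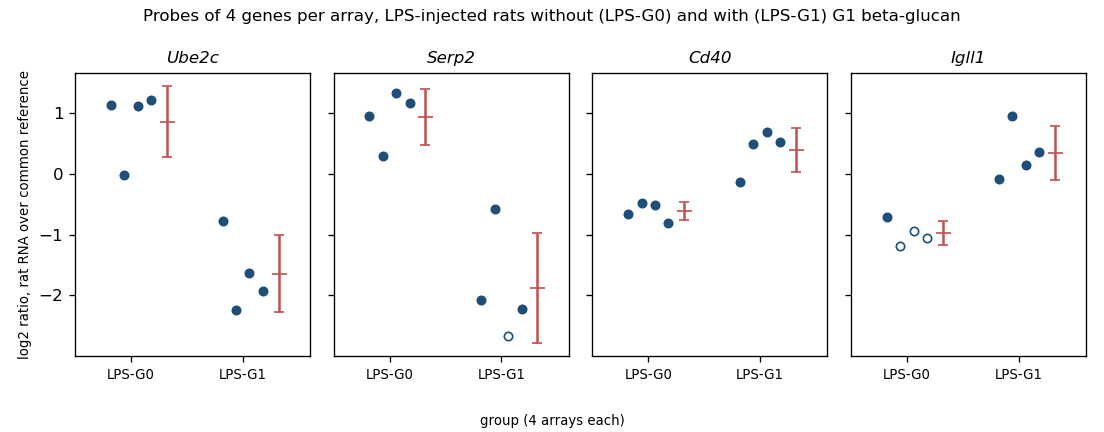
Log2 ratio of rat RNA over common reference for probes of Ube2c, Serp2, Cd40 and Igll1 on each of the 4 LPS-G0 and 4 LPS-G1 arrays. Filled points are well above background in Cy3 and open points are not, and the red bars give the mean ± SD beside the points. In LPS-G1 the points of Ube2c and Serp2 lie below every LPS-G0 point, and those of Cd40 and Igll1 lie above.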

When the expression of genes was compared between the LPS-G1 and LPS-G0 groups, 533 transcripts showed differential expression, with 275 genes up-regulated and 258 genes down-regulated in the LPS-G1 group. The microarray analysis comparing the expression of genes between the LPS-G2 and LPS-G0 groups revealed 97 differentially expressed transcripts, of which 49 were up-regulated and 48 were down-regulated in the LPS-G2 group. 

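In this comparison limma called 0 probes, and the smallest adjusted p was 0.273. At the unadjusted p and at least 2-fold there were 27 probes, 9 higher and 18 lower in LPS-G2, and 849 probes had an unadjusted p under 0.05 at any fold change. The methods' analysis of variance with Tukey's HSD gave 0 at the adjusted p and 12 at the unadjusted p. The arrays of LPS-G2 and LPS-G0 did not overlap for 1087 probes (10.5%). No array left out brought the adjusted count above 0, and the unadjusted count ranged from 28 to 40. Without a filter on dim probes 1 probe was called and 305 were counted at the unadjusted p. In the Cy3 channel alone, chosen after the data were seen, 12 probes were higher and 25 lower at the unadjusted p, and after normexp background correction with loess 0 were higher and 4 lower.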

The results presented include genes that were up-, or down-regulated more than twofold (fold change—FC ≥ 2). The results obtained are summarized in Table 2. 

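Probes of the published transcripts could be identified for all 3 lists, by accession or gene name and by the fold nearest the published one on these arrays. Of the 138, 533 and 97 transcripts of LPS-G0 vs. C-G0, LPS-G1 vs. LPS-G0 and LPS-G2 vs. LPS-G0, 23, 115 and 11 were among the probes that were well above background often enough to be tested here. All of these changed in the published direction, which the choice of probes by the published fold nearly fixed in advance. Their number past the unadjusted p and 2-fold was 23, 113 and 10, and past the adjusted p and 2-fold 1, 87 and 0 by limma. These counts are not independent evidence, since the study chose the lists on the same arrays. In the published lists, 54, 148 and 45 transcripts were not well above background in Cy3 on any array of either group. A further 49, 202 and 32 were well above background in 1 of the 2 groups only. On all 8 arrays of their comparison, 5, 43 and 4 were well above background. The median published transcript was well above background in Cy3 on 1, 3 and 2 of the 16 arrays, and in the common reference channel on 12, 16 and 12.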

Detailed information about all differentially expressed genes are presented in Supplementary Tables 1–3.

**Table 2:** Number of differentially expressed genes [*p* < 0.05 and fold change (FC) > 2] in peripheral blood of rats from different experimental groups

Groups	LPS-G0	LPS-G1	LPS-G2
C-G0	138	–	–
LPS-G0	–	533	97

Gene expression was detected by microarray analyses comparing the following sets of experimental conditions: LPS-G0 vs. C-G0 (LPS-challenged rats vs. control rat, both fed control diet); LPS-G1 vs. LPS-G0 (LPS-challenged rats fed diet supplemented with high-molecular-weight beta-glucan vs. LPS-challenged rats fed control diet); LPS-G2 vs. LPS-G0 (LPS-challenged rats fed diet supplemented with low-molecular-weight beta-glucan vs. LPS-challenged rats fed control diet)

### Validation of microarray data

To validate the microarray data, we selected 17 genes that showed differential expression between the examined experimental conditions, and amplified these genes using real-time RT-PCR. Genes selected for validation showed different levels of changes in expression (both: increased and decreased expressions) in each of the microarray performed, so that the list included highly regulated genes (showing over threefold change in expression), and those that were ≥ twofold up-, or down-regulated (representing FC close to the cut-off value = 2). 

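The 17 genes can be followed on the 16 arrays, while the real-time RT-PCR values come from other rats and were not analysed here. For 10 of the 17 genes the probe was well above background in Cy3 on at least 1 array of both groups compared. For 4 it was so in 1 group only, which gives a bound. For the other 3 (Fat2, Mtss1l and Efr3b) no fold change is given, because both groups were dim or the bound was below 1. Of the 14 genes with a fold change or a bound, 12 changed in the direction of the microarray results in Fig. 2. Those results come from the same arrays, so this is not independent evidence. The 12 include Mcm2, whose change of -0.01 settles no direction. The probe used was the brightest one where the published accession has several. Only 8 genes were among the probes tested, and 3 of them had an adjusted p under 0.05 over all probes tested. Adjusted over the list alone, 5 had one, which is not independent evidence because the list was chosen on these arrays.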

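Slc27a2 had a log2 fold change of -2.51 in LPS-G1 (standard error 0.54, adjusted p = 0.0290 from limma), and was well above background on 1 of 4 LPS-G1 arrays and on 4 of 4 LPS-G0 arrays. Tpx2 changed by -1.68 (adjusted p = 0.0374), with every LPS-G1 array below every LPS-G0 array. Without LPS-G1 replicate 2 the change was -0.97. Flt1 changed by -1.04 (adjusted p = 0.0324), and 2 of 4 LPS-G1 arrays were well above background. With slide as a block the adjusted p was 0.0708 for Tpx2 and 0.0602 for Flt1. With 1 array left out, the adjusted p of the 3 genes reached 0.104 (Slc27a2), 0.105 (Tpx2) and 0.116 (Flt1). Clcn3 changed by 0.54 (adjusted p = 0.179, and 0.0413 with array weights), and another probe of this gene, well above background on 2 of 4 LPS-G1 arrays and 0 of 4 LPS-G0 arrays, was higher, with a bound of 2.21-fold. Serpini2 was higher in LPS-G1, with a bound of 3.14-fold and 2 of 4 arrays of that group above background. Prodh and Camsap2 were lower in LPS-G0, with bounds of 2.55-fold and 1.73-fold, than in C-G0, where 2 arrays and 1 array of 4 were above background. Hmcn2 was well above background on all 8 arrays and changed by 0.02 (adjusted p = 0.978). Another probe of Hmcn2, well above background on 1 C-G0 array only, was lower, with a bound of 1.13-fold. In LPS-G2, Kcnk2 was lower than in LPS-G0, with a bound of 2.05-fold and 2 of 4 LPS-G0 arrays above background. Gas7 changed by 1.76, with only 2 arrays of LPS-G2 and 1 of LPS-G0 above background. Mcm2 and Usp6nl changed by -0.01 each.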

We chose to analyze the expression of five genes when comparing the LPS-G0 vs. C-G0 conditions (three down-regulated and two up-regulated based on the microarray results); whereas, in the comparison between the LPS-G1 vs. LPS-G0 and LPS-G2 vs. LPS-G0, six genes were analyzed each time (three down-regulated and three up-regulated, based on the microarray results) (Table 1). The results obtained confirmed the direction of changes in gene expression in all of the analyzed transcripts (Fig. 2).

**Fig. 2:**
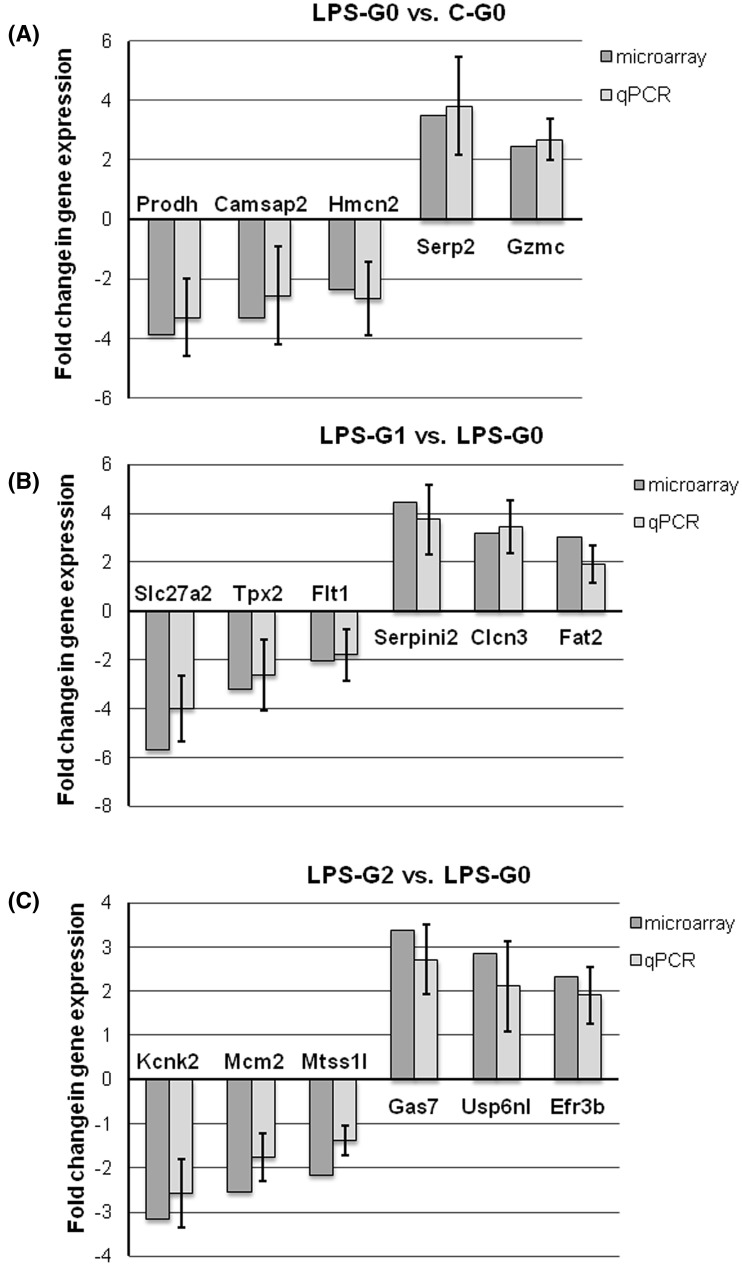
Expression of chosen genes in peripheral blood of rats: **a** with *enteritis* induced by intravenous LPS injection vs. healthy control rats (LPS-G0 vs. C-G0); **b** with *enteritis* induced by intravenous LPS injection, fed diet supplemented with G1 beta-glucan vs. LPS-challenged rats fed non-supplemented diet (LPS-G1 vs. LPS-G0); **c** with *enteritis* induced by intravenous LPS injection, fed diet supplemented with G2 beta-glucan vs. LPS-challenged rats fed non-supplemented diet (LPS-G2 vs. LPS-G0). Gene expression was analyzed using microarray and real-time PCR. Four microarrays were done per experimental condition and the results of fold change (FC) are statistically significant with the level of significance *p* < 0.05. Real-time RT-PCR results are presented as mean fold change ± SD of five samples per group in three repetitions per sample

### Genes commonly regulated in peripheral blood of rats from both dietary groups supplemented with beta-glucans (LPS-G1 and LPS-G2)

A detailed analysis revealed that some of the differentially expressed genes were commonly detected in two or three compared conditions (Tables 3, 4). Within the group of genes with changed expression in the analysis comparing LPS-G0 vs. C-G0 and LPS-G1 vs. LPS-G0 or LPS-G2 vs. LPS-G0, the transcripts that were up-regulated in LPS-challenged rats fed control diet (LPS-G0) showed an opposite regulation (down-regulation) in the LPS-G1 (11 genes) and LPS-G2 (3 genes) conditions; whereas the transcripts down-regulated upon the LPS treatment (LPS-G0) showed increased expression in samples from LPS-G1 (23 genes) and LPS-G2 (5 genes) conditions (Table 3). This opposite tendency in expression indicates that these genes may be directly regulated in the course of the inflammatory process, and the presence of dietary beta-glucans may reverse the direction of their expression.

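Table 3 was drawn from these same arrays, so a shared direction is not independent evidence. Of its 34 genes, the arrays gave a fold change or a bound for 25 in LPS-G0 vs. C-G0, and 23 of these changed in the direction of the table. The exceptions were Scai and, by its bound alone, Pip5k1a, whose mean log2 ratio changed by -0.70, the direction of the table. The published Scai probe, well above background on 1 C-G0 array and 0 LPS-G0 arrays, was lower in LPS-G0, with a bound of 2.04-fold. In LPS-G1 vs. LPS-G0, 18 of 29 genes had a fold change or a bound, and 16 of them changed in the direction of the table, the exceptions being Scai and Fam172a. In LPS-G2 vs. LPS-G0 it was 4 of 8 genes, 3 of which changed in that direction, and Usp6nl did not. The remaining genes were dim in both groups or had a bound below 1. Only 8, 7 and 1 genes were among the probes tested, of which 0, 3 and 0 had an adjusted p under 0.05 from limma and 5, 4 and 0 an unadjusted p under 0.05. Adjusted over the list alone, 5, 4 and 0 had one, which is not independent evidence, since the study chose the list on these arrays. Dmtn (chromosome 15, 51005207 to 51005266) rose by 1.03 on the log2 scale in LPS-G0 (adjusted p = 0.244) and changed by -1.60 in LPS-G1 (adjusted p = 0.0290, and 0.104 without LPS-G1 replicate 4). A second Dmtn probe changed by -0.02 in LPS-G0. Phf20l1 changed by -1.10 in LPS-G0 (adjusted p = 0.218) and by 1.36 in LPS-G1 (adjusted p = 0.0290, and 0.104 without LPS-G1 replicate 4), and was well above background on 4 of 4 LPS-G1 arrays and 1 of 4 LPS-G0 arrays. Prodh was higher than in LPS-G0 in LPS-G1, with a bound of 1.82-fold and 1 of 4 arrays above background, and in LPS-G2, with a bound of 3.80-fold and 3 of 4.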

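The comparisons in Table 3 share the LPS-G0 arrays with opposite sign. Across the 10315 probes, which are not independent replicates, the change in LPS-G0 vs. C-G0 and the change in LPS-G1 vs. LPS-G0 had a Pearson's r of -0.65, and 70.9% of the probes had opposite signs. For LPS-G2 vs. LPS-G0 r was -0.56, with 69.7% of opposite signs. In 100 simulated draws of unchanged groups that share the control group in the same way, the mean r was -0.46 and -0.48, and 65.6% and 65.7% of the probes had opposite signs. A draw as far from 0 as the measured r occurred 18 times for G1 and 42 times for G2. With the LPS-G0 arrays divided between the comparisons, so that no array was in both, the mean r over 6 divisions was -0.41 for G1 (3 of 100 draws as low, and 6 as far from 0 on either side) and -0.23 for G2 (12 as low, and 23 as far). From the opposite directions in Table 3, the paper proposes that these genes are regulated in the course of the inflammation and that dietary beta-glucans reverse their expression.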

**Table 3:** List of genes reversely regulated in the group of rats with LPS-induced *enteritis* and fed semi-synthetic diet without beta-glucans (LPS-G0) in comparison to groups with LPS-induced *enteritis* fed diet supplemented with beta-glucans (LPS-G1 and LPS-G2)

Gene symbol		LPS-G0 vs. C-G0		LPS-G1 vs. LPS-G0		LPS-G2 vs. LPS-G0	
		Fold change	Direction of changes in expression	Fold change	Direction of changes in expression	Fold change	Direction of change in expression
1	*Dmtn*	2.047	Up	3.041	Down	Unchanged	
2	*Gpr52*	2.156	Up	2.304	Down	Unchanged	
3	*Gtsf1*	2.233	Up	2.171	Down	Unchanged	
4	*Krtap3-1*	2.183	Up	2.304	Down	Unchanged	
5	*Olr1406*	3.577	Up	3.281	Down	Unchanged	
6	*Pced1b*	2.187	Up	2.348	Down	Unchanged	
7	*RGD1563451*	3.131	Up	2.526	Down	2.688	Down
8	*RGD1564836*	2.113	Up	2.373	Down	2.268	Down
9	*RGD1566248*	2.230	Up	Unchanged		2.271	Down
10	*Serp2*	3.388	Up	12.594	Down	Unchanged	
11	*Vom1r8*	2.127	Up	2.305	Down	Unchanged	
12	*Brpf1*	2.357	Down	2.278	Up	Unchanged	
13	*Cars*	2.225	Down	2.097	Up	Unchanged	
14	*Ccdc38*	2.342	Down	4.115	Up	Unchanged	
15	*Dppa3l1*	2.018	Down	2.096	Up	Unchanged	
16	*Epm2aip1*	2.230	Down	2.040	Up	Unchanged	
17	*Fam172a*	2.721	Down	3.233	Up	Unchanged	
18	*Lysmd4*	2.168	Down	Unchanged		2.222	Up
19	*Mbp*	2.325	Down	2.647	Up	Unchanged	
20	*Mpp5*	2.067	Down	2.020	Up	Unchanged	
21	*Phf20l1*	2.140	Down	2.563	Up	Unchanged	
22	*Pip5k1a*	4.299	Down	2.047	Up	Unchanged	
23	*Pptc7*	2.179	Down	2.014	Up	Unchanged	
24	*Prodh*	3.859	Down	2.777	Up	8.065	Up
25	*Rab11fip1*	2.152	Down	2.463	Up	2.119	Up
26	*RGD1559908*	2.357	Down	2.777	Up	Unchanged	
27	*Scai*	2.367	Down	2.033	Up	Unchanged	
28	*Sft2d3*	2.845	Down	2.470	Up	Unchanged	
29	*Sik1*	3.268	Down	2.838	Up	Unchanged	
30	*Ssbp2*	2.088	Down	2.380	Up	Unchanged	
31	*Syap1*	2.316	Down	2.289	Up	Unchanged	
32	*Twistnb*	2.122	Down	2.296	Up	Unchanged	
33	*Usp6nl*	2.605	Down	Unchanged		2.835	Up
34	*Uvssa*	2.079	Down	Unchanged		2.273	Up

The list presents genes whose expression was significantly changed

**Table 4:** List of genes commonly regulated by beta-glucans supplementation in comparison to diet non-supplemented with beta-glucans (LPS-G0)

Gene symbol		LPS-G1 vs. LPS-G0		LPS-G2 vs. LPS-G0	
		Fold change	Direction of changes in expression	Fold change	Direction of change in expression
1	*Atg10*	2.319	Up	2.023	Up
2	*Ddx25*	2.750	Up	2.517	Up
3	*Efr3b*	2.155	Up	2.328	Up
4	*Fam83c*	2.529	Up	2.187	Up
5	*Fut4*	2.700	Up	2.161	Up
6	*Guf1*	2.546	Up	2.122	Up
7	*Mtus1*	2.964	Up	3.259	Up
8	*Olr1239*	2.373	Up	2.349	Up
9	*Rgsl1*	2.684	Up	2.426	Up
10	*She*	2.545	Up	2.538	Up
11	*Spetex-2F*	2.138	Up	2.353	Up
12	*Spg20*	3.397	Up	3.077	Up
13	*Zbtb48*	2.654	Up	2.150	Up
14	*Clybl*	2.602	Down	2.357	Down
15	*Cst12*	2.380	Down	2.730	Down
16	*Itga7*	2.277	Down	2.409	Down
17	*Olr1486*	2.517	Down	2.905	Down
18	*Spink14*	2.057	Down	2.215	Down
19	*Ube2c*	5.648	Down	3.550	Down

The list presents genes whose expression was significantly changed (*p* < 0.05 and fold change > 2)

In addition, there was also a group of 19 genes with common direction of changes in expression (up- or down-regulation) in the analyses comparing LPS-G1 vs. LPS-G0 as well as LPS-G2 vs. LPS-G0 (Table 4), indicating that these genes are specifically regulated by high- and low-molecular-weight beta-glucans.

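Of these 19 genes, 14 had a fold change or a bound in LPS-G1 vs. LPS-G0 and 10 in LPS-G2 vs. LPS-G0. All were in the direction of Table 4, which was drawn from the same arrays. The probe was well above background in both groups for 3 genes in the first comparison and for 4 in the second. For 5 and 9 genes no fold change is given. Only Ube2c and Spg20 were among the probes tested. For Spg20 (chromosome 2, 144362129 to 144362188), well above background on all arrays of the 3 groups, the log2 fold change was 0.46 in LPS-G1 (adjusted p = 0.428 from limma) and 0.12 in LPS-G2 (adjusted p = 0.938). Another probe of Spg20, dim on the 4 LPS-G0 arrays, was higher in LPS-G1, with a bound of 2.61-fold, and in LPS-G2 it was dim on all arrays. Adjusted over the list alone, 1 gene had an adjusted p under 0.05 in each comparison, on a list that the study chose on these arrays. Both comparisons share the LPS-G0 arrays, here with the same sign. Pearson's r between the 2 changes across 10315 probes was 0.74, against a mean of 0.47 in simulated unchanged groups, 7 of 100 of which were as far from 0. With no LPS-G0 array in both comparisons, the mean r was 0.45. Of 100 simulated draws, 0 were as high and 2 as far from 0 on either side.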

### Signaling pathways involving the proteins encoded by differentially expressed genes

To identify the signaling pathways involving the proteins encoded by differentially expressed genes, we analyzed the microarray data using Pathway Studio 6.0 (Ariadne Genomics). This analysis revealed five cellular signaling pathways significantly regulated (*p* < 0.05) by G1 beta-glucan (Table 5), and four cellular signaling pathways significantly regulated (*p* < 0.05) by G2 beta-glucan (Table 6). Interestingly, among the statistically significant signaling pathways involving protein products of genes differentially expressed after G1 beta-glucan treatment, two were connected with the immune response of the body, namely: the NLR (nucleotide-binding domain, leucine-rich) proteins pathway, and the Toll-like receptor signaling pathway (Table 5). On the other hand, G2 beta-glucan induced signaling pathways connected with cell cycle regulation (cell cycle, G1 to S cell cycle control) and only one pathway directly connected with the immune response (prostaglandin synthesis and regulation) (Table 6). The results of this analysis suggest that high- and low-molecular-weight beta-glucans may induce different molecular mechanisms in organisms exposed to inflammatory stimuli such as LPS.

**Table 5:** List of cellular signaling pathways significantly regulated by proteins encoded by genes differentially expressed in peripheral blood of rats intravenously injected with LPS and fed diet supplemented with G1 beta-glucans in comparison to LPS-treated group fed control diet (LPS-G1 vs. LPS-G0)

Pathway	*p* value	Number of genes
NLR_Proteins_WP1294_71833	0.012	2
p53_pathway_WP655_78065	0.018	4
Cholesterol_Biosynthesis_WP461_71765	0.042	2
Toll-like_receptor_signaling_pathway_WP1309_72183	0.046	5
Nucleotide_Metabolism_WP146_71804	0.052	2

**Table 6:** List of cellular signaling pathways significantly regulated by proteins encoded by genes differentially expressed in peripheral blood of rats intravenously injected with LPS and fed diet supplemented with G2 beta-glucans in comparison to LPS-treated group fed control diet (LPS-G2 vs. LPS-G0)

Pathway	*p* value	Number of genes
Prostaglandin_Synthesis_and_Regulation_WP303_71789	0.024	1
G1_to_S_cell_cycle_control_WP348_71777	0.030	2
Non-homologous_end_joining_WP1277_69423	0.033	1
Cell_cycle_WP429_71805	0.048	2

## Discussion

In the present study, we used the animal model of rats challenged with intravenous injection of LPS to induce systemic inflammation and *enteritis* [4, 8]. LPS treatment has been shown to activate the innate immune response to bacterial infections [17]. In the bloodstream, LPS are detected by transmembrane Toll-like receptors (TLR4) located within the cell membrane of many types of immune cells, e.g., monocytes, neutrophils, and B cells [18]. This results in a stimulation of the inflammatory response manifested by the production and release of various inflammatory molecules, such as: interleukins (IL), tumor necrosis factor alpha (TNF-α), leukotrienes, nitric oxide (NO), or reactive oxygen species (ROS) [19]. Our study focused on the changes in gene expression found in the peripheral blood of LPS-challenged rats receiving different molecular weight oat beta-glucans in their diet in comparison to animals fed a non-supplemented diet. Microarray analyses compared gene expression in three different combinations: samples from LPS-challenged and non-challenged rats fed control diet (LPS-G0 vs. C-G0), samples from LPS-challenged rats fed diet enriched with high-molecular-weight beta-glucan vs. control diet (LPS-G1 vs. LPS-G0), and samples from LPS-challenged rats fed diet supplemented with low-molecular-weight beta-glucan vs. control diet (LPS-G2 vs. LPS-G0). Results obtained revealed a substantial number of differentially expressed mRNAs in each of the pairs compared.

### Genes related to LPS-induced inflammation

Among the genes up-regulated in the peripheral blood of LPS-challenged rats, we found mRNA encoding four granzymes: A, B, C, and K (*Gzma, Gzmb, Gzmc, and Gzmk*, respectively) and a granzyme-like protein 1 (LOC102553861) (Supplementary Table 1). 

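On the arrays, Gzma (chromosome 2, 44490165 to 44490224) had a log2 ratio of 0.53 ± 0.29 (SD, n = 4) in LPS-G0 and -0.71 ± 0.72 (SD, n = 4) in C-G0. Its log2 fold change of 1.24 (standard error 0.31) had an adjusted p of 0.218 from limma. Gzmk, on the same chromosome (44589378 to 44589437), had a log2 ratio of 0.57 ± 0.28 in LPS-G0 and -0.53 ± 0.53 in C-G0 (adjusted p = 0.218), and Gzmc (chromosome 15, 35173371 to 35173419) changed by 1.30 (adjusted p = 0.218). For these 3 genes every LPS-G0 array was above every C-G0 array (exact permutation test, two-sided, p = 0.0286). Gzmb (chromosome 15, 35195450 to 35195509) changed by 1.35 (adjusted p = 0.220, exact permutation p = 0.0857), and a second Gzmb probe by 1.05. LOC102553861 (chromosome 15, 35062560 to 35062619) changed by 1.61 (adjusted p = 0.218, exact permutation p = 0.0571). Gzma and Gzmk were well above background on all 8 arrays. Gzmb, Gzmc and LOC102553861 were so on 2 of 4 C-G0 arrays. With all arrays weighted alike, none of these adjusted p was under 0.05. With array weights in limma it was 0.0327 for Gzma, 0.0174 for Gzmk, 0.0407 for Gzmc and 0.0209 for LOC102553861. Without C-G0 replicate 1, the adjusted p was 0.0391 for Gzma, 0.0216 for Gzmk, 0.0496 for Gzmc and 0.0288 for LOC102553861, while the changes of Gzma and Gzmk were 0.90 and 0.84.

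**Figure D2:**
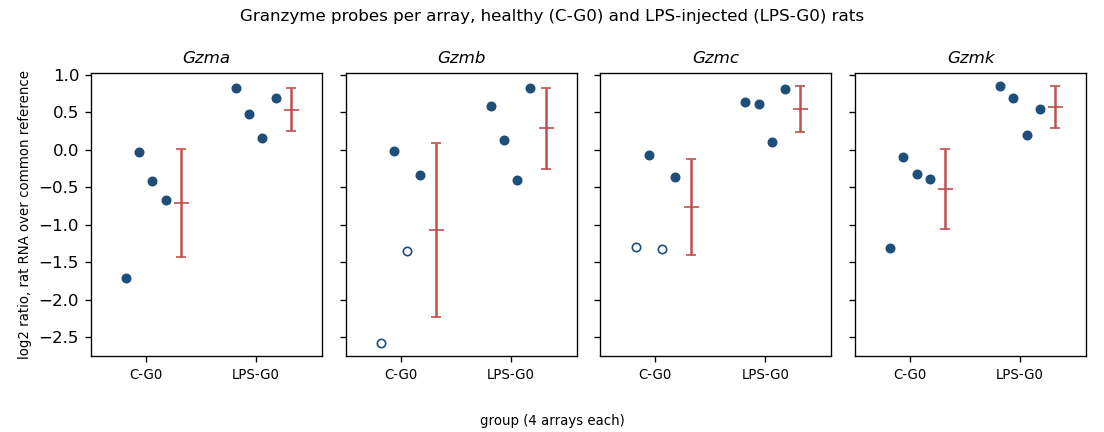
Log2 ratio of rat RNA over common reference for probes of Gzma, Gzmb, Gzmc and Gzmk on each of the 4 C-G0 and 4 LPS-G0 arrays. Filled points are well above background in Cy3 and open points are not, and the red bars give the mean ± SD beside the points. The LPS-G0 points of Gzma, Gzmc and Gzmk lie above all C-G0 points, and C-G0 replicate 1 has the lowest value for Gzma, at -1.72.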

Granzymes belong to the family of serine proteases expressed by cytotoxic T lymphocytes (Tc) and natural killer (NK) cells. These proteases serve to protect an organism against viral infections and cellular transformation [20]. They are known to induce apoptotic cell death via the granule exocytosis pathway [21]. However, an increasing body of evidence indicates that granzymes may also have other functions in inflammation, i.e., granzymes A, B, and K may be involved in the production, release and/or processing of proinflammatory cytokines [22]. Studies on mice have shown that granzyme A has a direct role in the inflammatory response to LPS [23], whereas the extracellular form of this protein activates primary human monocytes to release TNF-α, IL-1β, IL-6, and IL-8 [24]. Similarly, granzyme B has been shown to enhance LPS-induced TNF-α release from monocytes in vitro; however, it was not able to exert this effect when administered alone [25]. The recombinant murine granzyme K induced the release of IL-1β from peritoneal mouse macrophages, and this effect was observed after priming the cells with LPS, suggesting an additive or synergistic effect of granzymes and bacterial compounds [26]. The role of granzyme C is less clear, although its expression was detected in activated CD4 + and CD8 + T lymphocytes, as well as in NK cells stimulated with IL-15 [27]. The transcriptomic analysis performed in our study also confirmed that intravenous administration of LPS to rats caused a systemic inflammatory response. 

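For the granzyme C-like gene RGD1560650 (chromosome 15, 35049257 to 35049316), the probe was not well above background in Cy3 on any of the 4 LPS-G1 arrays or the 4 LPS-G0 arrays, and no fold change is given. Its log2 ratio, computed on these dim signals, was -1.04 ± 0.52 (SD, n = 4) in LPS-G1 and 0.19 ± 0.59 (SD, n = 4) in LPS-G0. Granzymes A, B, C and K, measured on all arrays of the same 2 groups, had log2 fold changes between -0.36 and -0.28 in LPS-G1 relative to LPS-G0, with adjusted p from 0.455 to 0.639 (limma).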

Interestingly, a comparison of the gene expression profile of the LPS-G1 vs. LPS-G0 groups revealed a 2.35-fold decrease in the expression of gene encoding the granzyme C-like protein (RGD1560650), pointing to potential antiinflammatory activity of G1 beta-glucan in the LPS-challenged rats supplemented with this glucose polymer (Supplementary Table 2). Even more pronounced decrease (12.594-fold) in expression was noted in the case of *Serp2* gene in rats from LPS-G1 group. The same gene was 3.388 up-regulated in LPS-challenged rats fed the control diet (LPS-G0) (Table 3, Supplementary Tables 1 and 2). 

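Serp2 (chromosome 15, 57532211 to 57532270) had a log2 ratio of -1.88 ± 0.90 (SD, n = 4) in LPS-G1, 0.93 ± 0.45 in LPS-G0 and -0.87 ± 0.90 in C-G0. In LPS-G1 vs. LPS-G0 its log2 fold change was -2.82 (standard error 0.45, adjusted p = 0.0289 from limma), and between -3.25 and -2.56 with each array left out. Every LPS-G1 array was below every LPS-G0 array, and 3 of 4 LPS-G1 arrays were well above background. The adjusted p was over 0.05 without any 1 of LPS-G0 replicates 1 and 4 and LPS-G1 replicates 3 and 4, and reached 0.104. A second Serp2 probe (57549499 to 57549556) changed by -3.65 (adjusted p = 0.0290), and was well above background on 1 of 4 LPS-G1 arrays. In LPS-G0 vs. C-G0 the first probe changed by 1.81 (standard error 0.45, adjusted p = 0.218, exact permutation test, two-sided, p = 0.0286) and the second by 2.46. Without C-G0 replicate 1, the adjusted p of the first probe was 0.0102 at a change of 2.17. With all arrays and array weights in limma it was 0.0181. In LPS-G2 vs. LPS-G0 it changed by -0.81 (adjusted p = 0.603), and the difference between LPS-G1 and LPS-G2 was -2.01 (adjusted p = 0.679).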

*Serp2* encodes stress-associated endoplasmic reticulum protein family member 2, belonging to the family of serine protease inhibitors, termed serpins, which are key regulators of numerous biological pathways involved in initiation of inflammation, coagulation, angiogenesis, apoptosis, extracellular matrix composition, and complement activation responses [28]. The exact function of Serp2 expressed by mammalian species has not been fully elucidated so far; however, Messud-Petit and co-workers [29] showed that Serp2 specifically binds to IL-1β-converting enzyme (ICE), and can prevent the onset of inflammation by reducing the levels of the active proinflammatory cytokine IL-1β. Therefore, the weakening of the immune response is linked to *Serp2* gene function. To our knowledge, this is the first report showing a strong effect of beta-glucans on *Serp2* gene expression, strongly supporting the immunomodulatory activities of these polysaccharides.

### Genes related to immunomodulatory functions of beta-glucans

Among the 533 genes regulated in the blood of rats from the LPS-G1 group in comparison with the LPS-G0 group, several other transcripts were directly connected with the host immune response. Among the 275 up-regulated genes listed in Supplementary Table 2, special attention should be paid to those encoding: TNF receptor superfamily member 5 (*CD40*); immunoglobulin lambda-like polypeptide 1 (*Igll1*); immunoglobulin delta heavy chain secreted form (*IgD*) mRNA; Fc fragment of IgE, low affinity II receptor for (CD23) (*Fcer2*); TNF receptor-associated factor 3 (*Traf3*) and NLR family, pyrin domain-containing 1B protein (*Nlrp1b*). Products of these genes are involved in the signaling pathways induced in response to inflammatory processes, such as the TLR signaling pathway and the NLR signaling pathway (Table 5). Currently, increasing number of data demonstrate that beta-glucans are able to regulate both innate and adaptive immunity. Macrophages and dendritic cells are considered the main target cells of beta-glucans, although neutrophils, B cells, T cells, and natural killer cells are also known to be activated by these polysaccharides [30]. Beta-glucans, which cannot directly penetrate cell membrane due to their large molecular size [31], may act as pathogen-associated molecular patterns (PAMPs) that are recognized by cell surface receptors called pattern recognition receptors (PRRs) [32]. Among PRRs that are best known to bind beta-glucans are dectin-1 and the Toll-like receptors (TLRs). Binding of beta-glucans to dectin-1 and TLRs induces intracellular signaling pathways which play an important role in the innate immune response [33, 34]. Beta-glucan-activated signaling cascades eventually lead to the release of cytokines, including IL-12, IL-6, TNF-α, and IL-10 [35].

Our study revealed that *CD40* was among the genes connected with TLR-induced signaling pathways, which were up-regulated in LPS-G1 group when compared to LPS-G0 group. 

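Cd40 (chromosome 3, 156107231 to 156107290) was well above background on all arrays of the 4 groups. Its log2 ratio was 0.39 ± 0.36 (SD, n = 4) in LPS-G1 and -0.61 ± 0.15 (SD, n = 4) in LPS-G0, a log2 fold change of 1.01 (standard error 0.27, adjusted p = 0.0328 from limma). Every LPS-G1 array was above every LPS-G0 array, and the change was between 0.91 and 1.18 with each array left out. A second Cd40 probe changed by 1.32. The adjusted p was 0.0621 with slide as a block, 0.105 with all 24 arrays in the model and up to 0.109 with 1 array left out, in 6 of 8 cases over 0.05. In LPS-G2 vs. LPS-G0 the change was 0.85 (adjusted p = 0.597), and between LPS-G1 and LPS-G2 it was 0.16 (adjusted p = 0.863). In C-G1 relative to C-G0, in rats without LPS, Cd40 changed by 0.66 (adjusted p = 0.170).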

CD40 protein is a member of the TNF receptor (TNFR) superfamily recognizing CD40L molecule (Supplementary Table 2). CD40L is produced by both Th1 and Th2 helper T cells, as well as by mast cells, basophils, and eosinophils [36]. Signals induced by CD40L expressed in Th1 and Th2 cells are known to be required for macrophage and B cell activation, respectively [37]. The production of IgE by B cells is induced by CD40-stimulated ERK kinase activation transduced via serine/threonine protein kinase Tpl2 [37]. Interestingly, our study also demonstrated increased expression of other genes connected with TLR signaling and B cell activity. Genes encoding TNF receptor-associated factor 3 (Traf3), and immunoglobulins: IgD, Igll1, and the Fc fragment of IgE (Fcer2) were up-regulated in the LPS-G1 group when compared with the LPS-challenged group (LPS-G0). These results may indicate that dietary supplementation with high-molecular-weight oat beta-glucan in animals with an LPS-induced inflammatory state resulted in a modulation of the immune response of the organism, at least partially mediated by molecules involved in the TLR signaling pathway and B lymphocytes activation. 

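Igll1 (chromosome 11, 86161946 to 86162005) had a log2 ratio of 0.34 ± 0.44 (SD, n = 4) in LPS-G1 and -0.97 ± 0.20 (SD, n = 4) in LPS-G0. Its log2 fold change was 1.31 (standard error 0.34, adjusted p = 0.0290 from limma), with every LPS-G1 array above every LPS-G0 array. It was well above background on 4 of 4 LPS-G1 arrays and 1 of 4 LPS-G0 arrays. The adjusted p was over 0.05 without any 1 of 6 of the 8 arrays, up to 0.104 without LPS-G1 replicate 4, and 0.105 with all 24 arrays in the model. The probes of Igd (chromosome 6, 138435718 to 138435777) and Fcer2 were well above background on 1 LPS-G1 array and 0 LPS-G0 arrays, and the bounds for LPS-G1 over LPS-G0 were 1.64-fold and 1.32-fold, mostly on dim signals. The brightest Traf3 probe (chromosome 6, 136026758 to 136026817), well above background on all 8 arrays, changed by 0.35 (standard error 0.28, adjusted p = 0.422). The Traf3 probe with the published fold was dim on all 8 arrays.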

In fact, our previous report on the effect of low- and high-molecular-weight oat beta-glucans on the inflammatory and oxidative stress status in the colons of rats with LPS-induced *enteritis* also demonstrated that G1 beta-glucan caused a significant increase in B cells within the population of intraepithelial lymphocytes [4]. At the same time, we observed a significant decrease in the levels of proinflammatory cytokines in the colon tissue lysates from rats with *enteritis* fed the G1 beta-glucan-enriched diet [4].

In addition to the changes in the expression of genes connected with the TLR signaling pathway, we also noted up-regulated levels of *Nlrp1b* mRNA (NLR family, pyrin domain-containing 1B), which is involved in the NLR signaling pathway (Supplementary Table 2). 

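The Nlrp1b probe (chromosome 10, 58099223 to 58099282) was well above background in Cy3 on 0 of 4 arrays in LPS-G1 and on 0 of 4 in LPS-G0, so no fold change is given. On the 4 LPS-G0 arrays the deposited log ratio was exactly 0, the value Feature Extraction gives where both channels are dim. On the LPS-G1 arrays the log2 ratio was 1.69 ± 1.15 (SD, n = 4), on dim signals.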

In animals, the NLR protein family is a class of innate immune molecules comprising PRRs localized in the cellular cytoplasm to recognize microbial products. Among these proteins, NOD1 and NOD2 are known to detect bacterial cell wall components [38]. The activation of NLR proteins results in inflammatory responses mediated by NFκB, MAPK or caspase-1 activation, accompanied by subsequent secretion of proinflammatory cytokines [38]. Other proteins belonging to the NLR family are involved in the formation of inflammasomes in cells. Inflammasomes are macromolecular scaffolds that are composed of an NLR, the adaptor protein ASC, and caspase-1, which form in the cytosol following NLR activation in response to specific microbe- and/or damage-associated molecular patterns [39]. As the sensor component of the inflammasomes, NLRP1 plays a crucial role in innate immunity and inflammation. In response to pathogens and other damage-associated signals, NLP1 initiates the formation of the inflammasome polymeric complex [40]. Furthermore, NLRP1 has been shown to be important in attenuating gastro-intestinal inflammation and tumorigenesis [39]. It was, therefore, interesting to observe that supplementing the diet of LPS-challenged rats with G1 beta-glucan elevated the expression of *Nlrp1*, providing another argument to the hypothesis that beta-glucans have protective properties against inflammation. It should be noted, however, that the increase in *Nlrp1* expression was detected only in the case of the G1 beta-glucan, but not in the case of the low-molecular-weight G2 beta-glucan.

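In LPS-G2 the Nlrp1b probe was dim on all 4 arrays as well, with a log2 ratio of -0.15 ± 0.31 (SD, n = 4). The related gene Nlrp1a (chromosome 10, 57972925 to 57972984) was well above background on all arrays. It changed by -0.61 on the log2 scale in LPS-G1 relative to LPS-G0 (standard error 0.15, adjusted p = 0.0290 from limma, lower on every array) and by -0.40 in LPS-G2 (adjusted p = 0.597, lower on every array). Between LPS-G1 and LPS-G2 it differed by -0.21 (adjusted p = 0.702). For Nlrp1a no value with single arrays left out is given. Igll1 and Atg13, with the same adjusted p of 0.0290 in LPS-G1, had 0.104 from limma without LPS-G1 replicate 4.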

A comparison of the peripheral blood transcriptomic profile between the LPS-G2 and LPS-G0 groups revealed the smallest number of differentially expressed genes (Table 2). These findings are in line with the other results obtained in the course of our studies on the role of dietary supplementation with beta-glucans in rats with LPS-induced *enteritis*, which all showed that low-molecular-weight beta-glucan (G2) was the less potent modulator of the immune response [4, 8]. 

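The difference between the beta-glucan groups can be tested directly. Between LPS-G1 and LPS-G2, limma called 0 of 10315 probes, with a smallest adjusted p of 0.679. At the unadjusted p and at least 2-fold there were 48 probes, 22 higher and 26 lower in LPS-G1, and 689 probes had an unadjusted p under 0.05 at any fold change. Relative to C-G0, the rats without LPS on the control diet, 0 probes were called in LPS-G1 and 0 in LPS-G2, with 44 in each at the unadjusted p and at least 2-fold.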

In general, large molecular weight beta-glucans are regarded more biologically active, whereas short beta-glucans with molecular weight below 5000–10,000 Da were shown to be inactive [41]. Furthermore, soluble beta-glucans appear to be stronger immunostimulators than insoluble ones [30]. Our observations confirm these findings, as the high-molecular-weight beta-(1 → 3)/(1 → 4)-linked oat d-glucan showed better antiinflammatory and antioxidative potential in colon and peripheral blood of rats challenged with LPS [4, 8]. This is at least partially connected with its physical property, i.e., viscosity and solubility, in the intestine, where the organism is first exposed to beta-glucans action.

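The Il34 probe (chromosome 19, 40662763 to 40662822) was well above background on 1 of 4 LPS-G2 arrays and 0 of 4 LPS-G0 arrays. The bound for LPS-G2 over LPS-G0 was 1.11-fold. The log2 ratio was 0.19 ± 0.36 (SD, n = 4) in LPS-G2 and -0.78 ± 0.38 (SD, n = 4) in LPS-G0, mostly on dim signals, on which a permutation test decides nothing. In LPS-G1 the Il34 probe was dim on all 4 arrays.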

Although, in our present study, a substantially lower number of genes connected with immune response were regulated under the influence of low-molecular-weight oat beta-glucan (G2), it is worth noting that *IL34* mRNA showed increased expression in the LPS-G2 group when compared to LPS-G0 group (Supplementary Table 3). Interleukin 34 (IL-34) promotes the proliferation, survival, and differentiation of monocytes and macrophages. It is also known to stimulate the release of proinflammatory chemokines, and thereby plays an important role in innate immunity and in inflammatory processes [42]. Foucher et al. [43] have shown that IL-34 induces the differentiation of monocytes into resident macrophages (MΨ). Their results have demonstrated that IL-34-stimulated macrophages have potent immunosuppressive properties. Upon LPS stimulation, those MΨ macrophages treated with IL-34 produced high levels of antiinflammatory IL-10 and low levels of proinflammatory IL-12 [43]. To our knowledge, our report is the first showing a possible relationship between beta-glucans and *IL-34* expression; however, Sarinho et al. [44] demonstrated that subcutaneous beta-(1 → 3)-d-glucan injections applied to children with mild-to-moderate persistent asthma resulted in the patients having increased serum IL-10 levels. Those authors suggested that beta-glucans may be used to modulate allergic sensitisation and may be beneficial in restoring Th2 cells function.

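The brightest Ptger3 probe (chromosome 2, 255759143 to 255759202) was well above background on 1 of 4 LPS-G2 arrays and 2 of 4 LPS-G0 arrays. Its log2 ratio was -0.30 ± 0.22 (SD, n = 4) in LPS-G2 and 0.08 ± 0.94 (SD, n = 4) in LPS-G0, a log2 fold change of -0.38, which lay between -0.80 and -0.05 with each array left out. The Ptger3 probe in the published table was not well above background on any of the 8 arrays.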

A comparison of the gene expression profile between the LPS-G2 and LPS-G0 groups also revealed a 2.7-fold down-regulation of the prostaglandin E receptor 3 (*PTGER3*) mRNA levels in the blood of the LPS-challenged rats supplemented with G2 beta-glucan (Supplementary Table 3). This receptor is involved in the prostaglandin E2 signaling pathway (Table 6). So far, the majority of data suggest that prostaglandin E receptor (EP3) mostly inhibits immune responses. In an OVA-induced asthma model, inflammation was more pronounced in EP3-deficient mice than in wild-type mice, and an EP3 agonist suppressed inflammation [45]. EP3 stimulation also resulted in the inhibition of skin inflammation in a contact hypersensitivity model [46]. Further studies are necessary to determine the possible relationship between the molecular activity of beta-glucans and decreased *PTGER3* expression.

### Genes connected with anticancer properties of beta-glucans

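The probe of Mtus1 (chromosome 16, 54663913 to 54663972) was well above background on 1 of 4 arrays in LPS-G1, on 1 of 4 in LPS-G2 and on 0 of 4 in LPS-G0. The bounds over LPS-G0 were 2.37-fold in LPS-G1 and 2.57-fold in LPS-G2. The 3 dim arrays of each group enter into them, so they rest mostly on dim signals, and the ranks of the arrays decide nothing. A second Mtus1 probe changed by 0.71 on the log2 scale in LPS-G1 and by -0.78 in LPS-G2, the opposite direction.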

Among genes commonly regulated in both groups supplemented with beta-glucans (LPS-G1 and LPS-G2), two genes particularly have drawn our attention: *Mtus1* (microtubule associated tumor suppressor 1) which was significantly up-regulated, and *Ube2C* (ubiquitin-conjugating enzyme E2C) which was significantly down-regulated by both beta-glucans (Table 4). Data in the literature show that the expression of *Mtus1* is down-regulated in a wide range of cancers: colon tumors, breast cancer, ovarian cancer, head and neck squamous cell carcinoma, as well as prostate cancer cell lines [47–50]. Transfections of HUVEC cells with *Mtus1* siRNA resulted in significantly increased cell proliferation, showing the important antimitotic properties of this gene [50]. On the other hand, *Ube2c* high expression has been shown to be positively correlated with unfavorable prognosis in various cancer types of: breast, bladder, lung, and thyroid gland [51–55]. UBE2C is an integral component of the ubiquitin proteasome system required for the destruction of mitotic cyclins and securin, which are essential for spindle assembly checkpoint and mitotic exit [51]. Cells overexpressing *Ube2c* ignore the mitotic spindle checkpoint signals and lose genomic stability, which is a hallmark of cancer [55]. 

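Ube2c (chromosome 3, 155802226 to 155802557) was well above background on all arrays of the 3 groups. Its log2 ratio was -1.64 ± 0.63 (SD, n = 4) in LPS-G1, -0.97 ± 1.13 in LPS-G2 and 0.86 ± 0.59 in LPS-G0. The log2 fold change was -2.50 in LPS-G1 (standard error 0.45, adjusted p = 0.0290 from limma), with every LPS-G1 array below every LPS-G0 array, and between -2.79 and -2.30 with each array left out. The adjusted p was over 0.05 without any 1 of 5 of the 8 arrays, up to 0.104, and 0.105 with all 24 arrays in the model. In LPS-G2 it was -1.83 (standard error 0.45, adjusted p = 0.597, exact permutation test, two-sided, p = 0.0571). The difference between LPS-G1 and LPS-G2 was -0.67 (adjusted p = 0.694). In LPS-G0, replicate 2 had a log2 ratio of -0.02 and the other arrays between 1.11 and 1.21.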

In our study, the expression of *Ube2c* was over fivefold down-regulated in LPS-G1 group and over threefold down-regulated in LPS-G2 group when compared with LPS-G0 group (Table 4). So far, there are no data showing a direct relationship between beta-glucans and the aforementioned genes; however, the anticancer properties of beta-glucans have been widely suggested. The effect of beta-(1 → 3),(1 → 4)-d-glucan of high molecular weight in the form of a highly purified water extract was tested in vitro on human skin melanoma HTB-140 cells [56]. The results showed a concentration-dependent increase in apoptosis induction manifested by augmented activation of caspase-3/-7 and an increased number of cells positively stained with annexin V-FITC. The same compound of low molecular weight was used to test antitumor capacity in the following cancer cells: Me45, A431, and normal HaCaT and murine macrophages [57]. The study showed that beta-(1 → 3),(1 → 4)-d-glucan significantly decreased the viability of cancer cells in a dose- and time-dependent manner, while the polysaccharide was non-toxic for normal cells. The effect of both high- and low-molecular-weight beta-(1 → 3),(1 → 4)-d-glucans was also studied on human lung adenocarcinoma cells, human multidrug-resistant small cell lung cancer cells, and normal human keratinocytes, showing an induction of oxidative stress and the cytotoxic properties of beta-glucan preparations in cancer cells but not normal keratinocytes [58]. Furthermore, research on beta-glucans isolated from other sources (yeast and fungi) also provides the evidence of the anticancer properties of these compounds. Beta-(1 → 3)-d-glucan from *Saccharomyces cerevisiae* has been shown to exert antitumor effects in S180 tumor-bearing mice without toxicity in normal mouse cells. Treatment with beta-(1 → 3)-d-glucan resulted in an increased rate of tumor inhibition in a dose-dependent manner, and significantly potentiated immune responses in mice [59]. In another study, Maitake D-Fraction extracted from *Grifola frondosa* (Maitake mushroom) decreased the size of lung, liver, and breast tumors in > 60% of patients when it was combined with chemotherapy in a two-arm controlled study compared with chemotherapy alone [60]. In a prospective clinical trial of the short-term immune effects of oral beta-glucan in patients with advanced breast cancer, 23 female patients with advanced breast cancer were compared with a control group of 16 healthy females [61]. Beta-(1 → 3),(1 → 6)-d-glucan was taken daily by oral administration and blood samples were collected on days 0 and 15 of the trial. The results showed that, despite a relatively low initial white cell count, oral beta-glucan stimulated the proliferation and activation of peripheral blood monocytes in the patients with advanced breast cancer. In the present study, the up-regulation of *Mtus1* and significant down-regulation of *Ube2c* in the peripheral blood of the LPS-challenged rats supplemented with beta-glucans may support the hypothesis concerning the potential anticancer effects of these polysaccharides.

### Autophagy-related genes and beta-glucans

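The probe of Atg10 (chromosome 2, 21076790 to 21076849) was well above background on 3 of 4 LPS-G1 arrays, 2 of 4 LPS-G2 arrays and 0 of 4 LPS-G0 arrays. Its bounds over LPS-G0 were 2.32-fold in LPS-G1 and 1.90-fold in LPS-G2, and include the dim arrays of these groups.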

The microarray analyses conducted in the present study also revealed that the administration of oat beta-glucans in the diet resulted in increased expression of *Atg10* transcript, which belongs to the family of autophagy-related genes (*ATGs*) (Table 4). In addition, a comparison between the LPS-G1 and LPS-G0 experimental groups showed a significant up-regulation of another member of the *ATG* family, *Atg13* (Supplementary Table 2). 

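Atg13 (chromosome 3, 76055701 to 76055760) had a log2 ratio of 0.72 ± 0.34 (SD, n = 4) in LPS-G1 and -0.71 ± 0.36 (SD, n = 4) in LPS-G0. The log2 fold change was 1.43 (standard error 0.27, adjusted p = 0.0290 from limma), between 1.27 and 1.55 with each array left out, and every LPS-G1 array was above every LPS-G0 array. The probe was well above background on 4 of 4 LPS-G1 arrays and 1 of 4 LPS-G0 arrays. The adjusted p was over 0.05 without any 1 of 6 of the 8 arrays, up to 0.104 without LPS-G1 replicate 4. In LPS-G2 the change was 0.42 (adjusted p = 0.638), and the difference between LPS-G1 and LPS-G2 was 1.01 (adjusted p = 0.679).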

Autophagy is a homeostatic process of lysosomal degradation observed in all eukaryotic organisms. It is based on the formation of double-membrane vesicles, termed autophagosomes, which engulf long-lived cytoplasmic proteins, damaged organelles and even invasive pathogens, and transport these cargos to the lysosomes in which the cargo is degraded by the hydrolytic enzymes [62]. Autophagy is constitutively active in cells at a basal level, providing a quality control mechanism for proteins and organelles to protect cells from the adverse consequences of aggregated or misfolded proteins, as well as damaged organelles, such as mitochondria, which could induce cell death or degenerative diseases. On the other hand, autophagy is regarded as an essential prosurvival catabolic pathway induced by a wide variety of stresses, including nutrient deprivation, hypoxia, oxidative stress, growth factor withdrawal, and intracellular infections. The process is strictly regulated by several signaling pathways, and remains under the control of over 30 *ATGs* and their protein products. Recently, an increasing number of reports have described the role of autophagy in adaptive immunity [63], as well as in the endogenous pathway of antigen MHC II presentation [64]. Both differentially expressed autophagic genes, *Atg10* and *Atg13*, encode proteins involved in the process of autophagy induction in cells. Currently, some reports describe a possible relationship between beta-glucans and autophagic activity in cells. Studies have shown that the recognition of beta-glucan by dectin-1 could trigger the formation of phagosomes that specifically recruit LC3, which is a protein associated with the membranes of autophagosomes, and, thus, regarded as a reliable marker of autophagy induction in cells [65]. Dectin-1 signaling was entirely sufficient to trigger LC3-associated phagocytosis of fungal beta-glucan particles [66]. Although there are no data describing the possible regulation of *ATG* expression by beta-glucans, our findings suggest that these polysaccharides may play a role in autophagy induction, and the connection between this process and immunomodulation should be further explored.

### Ion channel-related genes in the context of inflammation and beta-glucans supplementation

Finally, among the genes that were differentially expressed in the peripheral blood of the rats supplemented with beta-glucans, quite a substantial number of transcripts represented proteins involved in ion channel formation or regulation in cell membranes, e.g., *Kcng2, Kcnc4, Scn7a, Nkain4, Camk1g* (in LPS-G1 vs. LPS-G0 analysis); *Kcnmb2, Kcnj12* (in G2-LPS vs. LPS analysis) (for a gene description see Supplementary Tables 2 and 3). These genes encode proteins of potassium, sodium, and calcium voltage channels, and interestingly, they were all down-regulated in the beta-glucan-treated groups (Supplementary Tables 2 and 3). 

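None of the 7 genes was well above background on all arrays of both groups compared, and none was among the probes tested. In LPS-G1, 4 genes were lower than in LPS-G0, with bounds of 2.08-fold for Kcng2, 1.83-fold for Kcnc4, 1.60-fold for Scn7a and 1.84-fold for Camk1g. They were well above background on 0 of 4 LPS-G1 arrays and on 2, 1, 2 and 1 of 4 LPS-G0 arrays. For Camk1g a second probe changed by 0.13 on the log2 scale, the opposite direction. Nkain4 was dim on all 8 arrays. In LPS-G2, the brightest Kcnmb2 probe, well above background on 3 of 4 LPS-G2 and 2 of 4 LPS-G0 arrays, changed by 0.16 (exact permutation test, two-sided, p = 0.600), and the published Kcnmb2 probe, above background on 1 LPS-G0 array only, was lower with a bound of 2.10-fold. Kcnj12 was well above background on 1 LPS-G0 array and 0 LPS-G2 arrays, with a bound below 1.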

Some reports describe a relationship between the activity of ion-voltage channels and LPS. Gerth et al. [67] exposed macrophages to LPS to study the early cellular events associated with LPS-mediated macrophage activation. They used the whole-cell patch clamp technique to analyze ion channels and measure the membrane currents in relation to the translocation of the NFκB transcription factor to the nucleus. Exogenous LPS was shown to increase the voltage-dependent outward current, whereas the voltage-dependent inward current was unaffected [67]. In parallel, the authors found that exogenous LPS led to the nuclear localization of the p65 subunit of NFκB, proving the activation of this transcription factor, which is a major process in macrophage activation, as NFκB induces the expression of a number of genes encoding many inflammatory mediators [67]. Thus, it is possible that the down-regulation of genes encoding potassium and sodium channel proteins in the LPS-G1 and LPS-G2 experimental groups may also be connected with the antiinflammatory functions of beta-glucans and the attenuation of the inflammatory state induced by LPS injection. Furthermore, Schmid-Antomarchi et al. [68] demonstrated that the level of activity of NADPH oxidase is dependent on the plasmic membrane potential, and suggested a link between the generation of reactive oxygen intermediates and the opening of the K(Ca) channels. Our previous studies showed that the effect of beta-glucans was connected with their antioxidative activities, as rats with LPS-induced *enteritis* that were supplemented with beta-glucans had an increased concentration of antioxidative potential markers (TAS, SOD, GR, and GPx activity; TBARS concentration) in the blood, spleen, colon tissue, stomach, and liver [4, 8–10]. Taken all together, these findings may suggest that the decreased expression of genes connected with ion-voltage channel activity is linked with the antiinflammatory and antioxidative activity of beta-glucans observed in our in vivo experimental model.

## Summary

In summary, the microarray analysis performed in the present study describe many novel potential targets of the molecular actions of high- and low-molecular-weight oat beta-glucans administered via dietary supplementation. The majority of genes described are directly or indirectly linked with the immunomodulatory functions of beta-glucans. The direction of changes in gene expression in the peripheral blood indicates that beta-glucans exerted a protective effect in rats with an induced inflammatory state caused by LPS challenge. The results of our previous studies demonstrated that this protective effect of beta-glucans was less pronounced in animals under physiological conditions. Thus, it is possible that the efficacy of supplementation with beta-glucans may be higher when applied in the course of ongoing inflammation, rather than during prophylactic use. Further studies are needed to explore in details the role of those genes that were shown to be differentially expressed under the influence of beta-glucans.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2

Supplementary material 3

# Supplementary material for: Oral administration of oat beta-glucan preparations of different molecular weight results in regulation of genes connected with immune response in peripheral blood of rats with LPS-induced enteritis
**Source:** Eur J Nutr. 2018 Oct 4;58(7):2859–73. doi: 10.1007/s00394-018-1838-3
**Supplement:** Supplementary file 1 — Supplementary material 1

**Supplementary Table 1.** List of genes differentially expressed in peripheral blood of LPS-treated rats treated with LPS i comparison to control animals (LPS-G0 vs. C). The list presents genes whose expression was significantly changed (p <0.05 and fold change (FC) >2). Genes described in discussion are bolded.

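The table gives a fold change, a direction and a p value for each transcript. Its 138 folds equal the mean difference of log2 processed Cy3 over Cy5 signals between the groups. With the deposited log ratio, in which Feature Extraction sets spots that are dim in both channels to 0, 83 of them are equal within the same limit. Across the transcripts, the table's p values ranked with those of an unmoderated test of the 2 groups on the same values (Spearman's rho 0.937). Over all 30367 probes, that test gave 241 probes at an unadjusted p under 0.05 and at least 2-fold and 0 after the Benjamini-Hochberg adjustment.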

# Supplementary material for: Oral administration of oat beta-glucan preparations of different molecular weight results in regulation of genes connected with immune response in peripheral blood of rats with LPS-induced enteritis
**Source:** Eur J Nutr. 2018 Oct 4;58(7):2859–73. doi: 10.1007/s00394-018-1838-3
**Supplement:** Supplementary file 2 — Supplementary material 2

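For the comparison of LPS-G1 with LPS-G0, 421 of the 533 published folds equal those from the deposited log ratio, and the table's p values ranked with those of the unmoderated test of the 2 groups on the processed signals (Spearman's rho 0.990 across transcripts). That test gave 567 probes at an unadjusted p under 0.05 and at least 2-fold, and 0 after the Benjamini-Hochberg adjustment over all probes. Adjusted over the 1092 probes with at least a 2-fold change alone, 127 had an adjusted p under 0.05.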

**Supplementary Table 2.** List of genes differentially expressed in peripheral blood of rats intravenously injected with LPS, with or without dietary sumpplementation with G1 beta-glucan (LPS-G1 vs. LPS-G0). The list presents genes whose expression was significantly changed (p <0.05 and fold change (FC) >2). Genes described in discussion are bolded.

# Supplementary material for: Oral administration of oat beta-glucan preparations of different molecular weight results in regulation of genes connected with immune response in peripheral blood of rats with LPS-induced enteritis
**Source:** Eur J Nutr. 2018 Oct 4;58(7):2859–73. doi: 10.1007/s00394-018-1838-3
**Supplement:** Supplementary file 3 — Supplementary material 3

**Supplementary Table 3.** List of genes differentially expressed in peripheral blood of rats intravenously injected with LPS, with or without dietary sumpplementation with G2 beta-glucan (LPS-G2 vs. LPS-G0). The list presents genes whose expression was significantly changed (p <0.05 and fold change (FC) >2). Genes described in discussion are bolded.

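Of the 97 folds in the table, 60 equal those from the deposited log ratio. Its p values and those of the unmoderated test ranked alike (Spearman's rho 0.987). The unmoderated test of LPS-G2 against LPS-G0 gave 187 probes at an unadjusted p under 0.05 and at least 2-fold and 0 after the adjustment over all probes. Adjusted over the 505 probes with at least a 2-fold change alone, 5 had an adjusted p under 0.05.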

How the deposited data were processed for this re-analysis (not part of the article)

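Gene expression in blood was measured on 24 two-color Agilent SurePrint G3 Rat arrays, 4 in each of 6 groups. The groups C-G0, LPS-G0, LPS-G1 and LPS-G2 are those of the paper. C-G1 and C-G2, rats on the beta-glucan diets without LPS, are not compared in the paper. As in the paper, G1 is the beta-glucan of high and G2 that of low molecular weight. The arrays lay on 3 slides of 8, and each slide held all 6 groups. C-G0 and LPS-G0 had 2 arrays on slide 1, C-G1 and LPS-G1 had 2 on slide 2, and C-G2 and LPS-G2 had 2 on slide 3. Replicate numbers were not used as pairs. Across groups, arrays with the same number had a mean correlation of 0.0783 and arrays with different numbers -0.0257. For C-G0 with LPS-G0, LPS-G1 and LPS-G2, the same number gave 0.124, 0.190 and 0.159. Different numbers gave -0.042, -0.062 and -0.053. Between the LPS groups the same number gave -0.042, -0.029 and 0.067. A weak pairing with C-G0 stays open.

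By the file headers, the deposited processed intensities of each channel were made with Agilent Feature Extraction, which subtracted the background and balanced the dyes by Lowess within each array. The log10 values are, as deposited, the ratio of the processed Cy5 over the processed Cy3 signal, set to 0 where both channels are dim. The headers give version 10.10.1.1, and the paper another one. The authors also deposited a table of 1511424 log10 ratios over the 24 arrays, and all of them are identical to those of the single arrays. The step of the paper's methods that removed probes by absent flags is not in the deposited values.

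The sample labels name Cy3 for the rat RNA, and the paper's methods name Cy5. This was settled from the values. Rat RNA should differ more between rats than 1 reference RNA does between arrays, and the Cy3 channel differed more. The median correlation between 2 arrays across 7074 probes was 0.970 in Cy3 and 0.987 in Cy5. Tested alone, Cy3 had 395, 1236 and 262 probes at an unadjusted p under 0.05 in LPS-G0 vs. C-G0, LPS-G1 vs. LPS-G0 and LPS-G2 vs. LPS-G0, and Cy5 had 51, 42 and 64. All values are therefore Cy3 over Cy5, as log2, and the filter on dim probes uses Cy3.

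Of 58717 spots that are not controls, those marked as outliers (679 to 1133 per array) were left out. Spots of the same probe were averaged, and 17230 of the 30367 probes had several. At most 1 probe per array was saturated in Cy3. Probes were tested when they were well above background in Cy3 on all 4 arrays of at least 1 group, which left 10315 for the paper's 16 arrays and 10708 for all 24. Between 14405 and 22451 probes per array were well above background in Cy5. Positions on the rn4 assembly were given for 29682 probes, and RefSeq accessions for 23402. Of these accessions, 18643 were found in a reference table of 47357 rat genes, which was used for names only.

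Models were fitted with limma 3.58.1 in R 4.3.3, after reading with data.table 1.17.8. The moderated test was two-sided, and p was adjusted by the Benjamini-Hochberg method over all probes tested. The 16 arrays were fitted together for the paper's comparisons, and all 24 for C-G1 and C-G2. A called probe has an adjusted p under 0.05 and at least a 2-fold change, and the unadjusted count uses an unadjusted p under 0.05 and at least 2-fold. Single genes were also tested by an exact permutation test over the 70 arrangements of 8 arrays, whose smallest two-sided p is 0.0286. For probes dim on most of the arrays compared it was run too, but it ranks dim signals and is not given. The fit was tested on simulated data with 200 changed probes of 10315. At an adjusted p under 0.05 without a minimum fold change, it recovered between 64.5% and 68.5% of them at 2-fold and between 95.5% and 99% at 4-fold. The share recovered under the rule for called probes, which adds the 2-fold limit, was not computed. The simulated noise was independent between probes and had the same SD in all groups, unlike the data. Between 26 and 34 unchanged probes passed the unadjusted p and 2-fold.

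The comparisons, their tests, the rule for naming genes, the cell lists and most alternatives were set before the data were examined. They assumed the dyes of the paper's methods, so the sample channel named there was read as Cy3 afterwards. The naming rule took every gene named in the paper's text on the arrays and in Tables 3 and 4. It added, in each comparison, the 3 called probes with the largest change in each direction whose groups did not overlap. For a gene with several probes, the one with the published accession was used, and the brightest where several or none had it. Of the probes that the rule selects, 1 is not reported here. A group in which a probe was well above background on 0 of 4 arrays gives only a bound on the fold change. It sets the mean Cy3 signal of all 4 arrays of the other group, dim arrays included, against the lowest signal well above background on each array, or the probe's own signal where that was higher.

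Lists of marker genes of B cells, T cells, cytotoxic T and NK cells, neutrophils, monocytes, erythroid cells, platelets and cell division were tested with limma's camera, with its preset correlation between genes, and with fry. The 8 lists in 5 comparisons gave 40 tests, adjusted together. Camera was also run with an estimated correlation. For each group comparison, the 35 ways of dividing its 8 arrays into 4 and 4 were counted. For correlations between comparisons, 100 draws of unchanged groups were simulated by shuffling the arrays after removing the group means.

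The alternatives set in advance were normexp background correction with an offset of 50 and loess, Aquantile normalization between arrays, the table of log10 ratios in place of the single arrays, the Cy5 channel alone, other filters on dim probes, 1 probe per gene, slide or replicate number as a block, a variance trend, array weights, all 24 arrays or only the groups compared in the model, an unmoderated test, the methods' analysis of variance with Tukey's HSD, leaving out each array, and leaving out the LPS-G0 arrays with conflicting labels. A filter on Cy5, the Cy3 channel alone, the ratio of processed signals, and that ratio without a filter and with an unmoderated test were chosen after seeing the data. The real-time RT-PCR and the pathway enrichment of the paper were not analysed here.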

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

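Of the tests in this part, the measure of how far a division of the arrays parts the slides was chosen only after the counts had been seen.

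In 52 groups of 4 arrays, made of 40 groups of a named gene's log2 ratios and 12 of the number of probes well above background, the array farthest from the others was compared with the range of its group. In 2 of them the share of the range taken by the gap (0.871 and 0.916) was past Dixon's critical value for 4 arrays, and chance gives about 2.6. For Hmcn2 in C-G0, replicate 4 had a log2 ratio of -0.26 and the other arrays lay between 0.54 and 0.66. Without this array the change of Hmcn2 in LPS-G0 was -0.20, and 0.02 with it. C-G0 replicate 4 also had 15389 probes well above background in Cy3, the highest number of the 24 arrays. For Ube2c in LPS-G0, replicate 2 had a log2 ratio of -0.020 and the others lay between 1.11 and 1.21. Without this array the change of Ube2c in LPS-G1 was -2.79, and -2.50 with it. Neither array is one of those with conflicting labels. Both values may be chance, since as many gaps arise without any cause. A fault of single spots and a difference between single rats stay open, and no biological explanation was tested.

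The paper reports no array data of the rats fed beta-glucans without LPS. In C-G1 vs. C-G0, 191 probes passed the unadjusted p and 2-fold, 59 higher and 132 lower, and limma called 3, all lower. Of 35 divisions of the 8 arrays, 4 gave as many probes at the unadjusted p, the real one included, so chance is not excluded. The division that parts C-G0 replicates 1 and 4 and C-G1 replicates 1 and 4 from the rest gave 239. It is 1 of the 8 divisions that part the slides most, and the others of these gave fewer probes than the real one. The count with slide as a block was 118. It was 69 without C-G0 replicate 1, 92 without C-G1 replicate 2, 322 without C-G1 replicate 1, 355 without C-G0 replicate 2, 391 without C-G1 replicate 4 and 508 without C-G0 replicate 4. The count may therefore rest on single arrays, on the slides or on the diet, and all of these stay open. The excess of lower probes in C-G1 was absent in some settings. Without C-G1 replicate 2, 53 were higher and 39 lower, and with array weights 25 and 22. In every other setting more were lower than higher.

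In C-G2 vs. C-G0 there were 107 probes at the unadjusted p and 2-fold, 26 higher and 81 lower, and limma called 3, of which 2 were higher. As many probes were found in 6 of the 35 divisions, the real one included, and chance is not excluded. The divisions that part the slides most gave between 34 and 243, and 2 of these 8 gave more than the real one. They set C-G0 replicate 4 and C-G2 replicates 3 and 4 together with C-G2 replicate 2 (243) or C-G2 replicate 1 (213). It was 83 with slide as a block. Without C-G2 replicate 4 it was 60, without C-G2 replicate 2 it was 232, and without C-G0 replicate 4 it was 337. A difference between slides, single arrays and an effect of the diet could each give such a count, and all of them stay open. The excess of lower probes in C-G2 depended on single arrays. Without C-G0 replicate 2, 80 were higher and 42 lower, and without C-G2 replicate 4 it was 30 and 30. In every other setting more were lower than higher.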

How the results depend on the processing

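The Cy5 filter, the Cy3 channel alone, and the processed-signal ratio with and without a filter were tests chosen only after the results had been seen, and the other alternatives were set in advance. Where a count or a direction changed, the cause was not tested, apart from the number of probes or arrays that an alternative itself sets. Counts are given as called probes and as probes at the unadjusted p and 2-fold, for LPS-G0 vs. C-G0, LPS-G1 vs. LPS-G0 and LPS-G2 vs. LPS-G0 in this order, and then the unadjusted counts of C-G1 and C-G2 vs. C-G0. A count is called stable within 1.5 times the reported one.

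The reported counts are 1, 102 and 0 called, 50, 159 and 27 unadjusted, and 191 and 107 in C-G1 and C-G2. Of 19 alternatives other than leaving out 1 array, 4, 5 and 17 left the called counts stable and 9, 9 and 9 the unadjusted ones. Of 18 for C-G1 and C-G2, 7 and 8 did. The count of 0 called in LPS-G2 by limma became 1 in 2 alternatives and stayed 0 in the other 17, with unadjusted counts between 2 and 311.

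All counts were stable with replicate number as a block, with 1 probe per gene and with the processed-signal ratio. With a variance trend only the called count of LPS-G0 changed, to 0, with 49 unadjusted. With only the groups compared in the model it was 0 as well, with 40 unadjusted. All 24 arrays in the model gave 0 and 3 called in LPS-G0 and LPS-G1, with 57 and 171 unadjusted. With slide as a block, LPS-G1 had 42 called and 105 unadjusted, C-G1 had 118, and the other counts were stable.

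Array weights gave 160 and 228 called, 205, 249 and 43 unadjusted, and 47 and 225 in C-G1 and C-G2. Normexp with loess gave 0 and 14 called, 2, 16 and 4 unadjusted, and 26 and 12. The Cy5 channel alone, which holds the common reference, gave 0 and 0 called, 1, 0 and 2 unadjusted, and 1 and 5. It is counted among the alternatives, but it does not measure the rat RNA. Without a filter on dim probes, 30367 probes gave 0, 0 and 1 called, 420, 739 and 305 unadjusted, and 583 and 505. A filter on either channel gave 0, 0 and 1 called, 436, 761 and 311 unadjusted, and 603 and 509. A filter on every array, which left 7280 probes, gave 0 and 37 called, 8, 42 and 6 unadjusted, and 53 and 41.

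An unmoderated test gave 0 and 31 called, 33 unadjusted in LPS-G0, and 71 and 58 in C-G1 and C-G2, while 128 and 19 unadjusted in LPS-G1 and LPS-G2 were stable. The methods' analysis of variance with Tukey's HSD gave 0, 0 and 0 at the adjusted p, 24, 95 and 12 unadjusted, and 51 and 33. Without the LPS-G0 arrays of conflicting labels, 0, 0 and 0 were called by limma, with 74, 233 and 56 unadjusted, of which the count of LPS-G2 changed by over 1.5 times. The Cy5 filter gave 0, 0 and 0 called by limma, 196, 513 and 126 unadjusted, and 398 and 287. In the Cy3 channel alone, 0, 0 and 0 were called by limma, with 66, 194 and 37 unadjusted. The processed-signal ratio without a filter and with an unmoderated test gave 0, 0 and 0 at the adjusted p, 241, 567 and 187 unadjusted, and 312 and 294.

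With 1 array left out, the called counts ranged from 0 to 126 (without C-G0 replicate 1) in LPS-G0 and from 0 to 235 (without LPS-G1 replicate 1) in LPS-G1, and stayed 0 by limma in LPS-G2. The unadjusted counts ranged from 37 (without C-G0 replicate 3) to 184 (without C-G0 replicate 1), from 99 (without LPS-G1 replicate 2) to 328 (without LPS-G1 replicate 1), and from 28 to 40. In C-G1 the range was 69 (without C-G0 replicate 1) to 508 (without C-G0 replicate 4), and in C-G2 it was 60 (without C-G2 replicate 4) to 337 (without C-G0 replicate 4).

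The correlation across probes of the LPS change with the G1 change was -0.65, with the G2 change -0.56, and of the G1 change with the G2 change 0.74. Among 14 alternatives, 13 moved each by less than its spread, and the Cy5 channel alone gave -0.20, -0.057 and 0.36. With 1 array left out the correlations ranged from -0.78 to -0.48, from -0.66 to -0.41 and from 0.66 to 0.81, so their signs held.

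For the named genes, 147 changes were recomputed, of which 36 belong to probes with a test and 111 to probes too dim to be tested. The direction held for all 147 with replicate block, a variance trend, all 24 arrays in the model and the processed-signal ratio. It changed for 2 with slide as a block, 2 with array weights, 3 without the LPS-G0 arrays of conflicting labels, 6 with normexp and loess and 15 in the Cy3 channel alone. In the Cy5 channel alone it changed for 114, which does not bear on the rat RNA, because that channel holds the common reference. The size was less stable than the direction. Of the changes without a test, 99 moved by more than their spread with normexp and loess. In the Cy5 channel alone 103 did so, in the Cy3 channel alone 35, and in each other setting at most 3. Of the 36 tested changes, those that kept both direction and side of the threshold were 35 with replicate block, 35 with a variance trend, 36 with the processed-signal ratio, 32 with slide as a block, 32 with normexp and loess, 28 with array weights, 26 with all 24 arrays, 23 without the arrays of conflicting labels, 23 in the Cy3 channel alone and 11 in the Cy5 channel alone. With 1 array left out, 1153 of 1176 values kept their direction. Of 288 such values with a test, 205 also kept their side of the threshold, 69 were no longer past it, 5 passed it and 9 reversed. The direction also changed for 14 of 888 without a test.

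Among the probes with a test, the following log2 fold changes reversed. In normexp with loess, Hmcn2 was -0.0071 in LPS-G0 and Usp6nl 0.092 in LPS-G2. With slide as a block, Usp6nl was 0.0096 in LPS-G2. Fam172a in LPS-G1 was 0.010 with array weights, 0.030 without the arrays of conflicting labels and 0.16 in the Cy3 channel alone. The reversals in the Cy5 channel alone are those of the common reference and tell nothing of the rat RNA. In that channel, the LPS-G0 changes were -0.084 for Serp2, -0.29 for LOC102553861, -0.049 for Dmtn, 0.090 for Fam172a, 0.16 for Mbp, 0.18 for Phf20l1 and 0.19 for Twistnb. In LPS-G1 that channel gave 0.024 for Serp2, 0.026 for Tpx2, -0.15 for Clcn3, -0.19 for Igll1, 0.033 for Ube2c, -0.31 for Atg13, 0.18 for Fam172a, -0.20 for Mbp and -0.033 for Spg20. In LPS-G2 it gave 0.11 for Ube2c and -0.10 for Spg20. With 1 array left out, Hmcn2 ranged from -0.20 (without C-G0 replicate 4) to 0.10 (without C-G0 replicate 2), and was -0.044 without LPS-G0 replicate 2 and -0.0081 without LPS-G0 replicate 1. In LPS-G2, Usp6nl ranged from -0.31 (without LPS-G2 replicate 3) to 0.16 (without LPS-G2 replicate 2), and was 0.15 without LPS-G2 replicate 1 and 0.093 without LPS-G0 replicate 2. Spg20 in LPS-G2 ranged from -0.013 (without LPS-G0 replicate 2) to 0.25 (without LPS-G0 replicate 3). Fam172a in LPS-G1 ranged from -0.19 (without LPS-G1 replicate 3) to 0.066 (without LPS-G1 replicate 1), and was 0.019 without LPS-G0 replicate 3.

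The table of log10 ratios gave no other value, because it is identical to the single arrays, and Aquantile normalization leaves each log ratio as it is. The unmoderated test, the analysis of variance, the variance trend and a model of only the groups compared gave no other correlation, because they leave the changes as they are. Signal over background limits the number of probes, since 10315 of 30367 were tested.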

Differences from the paper's values

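In this part, the tests on the Cy5 filter, on the Cy3 channel alone, on the processed-signal ratio and on the published probe of a gene were chosen only after the results had been seen.

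The paper's number of differentially expressed transcripts in LPS-G0 vs. C-G0 is 138, with 45 up-regulated and 93 down-regulated. At the adjusted p and 2-fold there were 1, 1 and 0 by limma, and 50, 27 and 23 at the unadjusted p. The following alternatives are among 23 set before the data were examined, and those not named left the difference. For 138 at the adjusted p, array weights (160) and leaving out C-G0 replicate 1 (126) came within 1.5 times, and for 45 and 93 none did. The 138 was met at the unadjusted p by array weights (205) and without C-G0 replicate 1 (184), LPS-G0 replicate 3 (104) or C-G0 replicate 4 (110). The paper's 45 was met without the LPS-G0 arrays of conflicting labels (49), and without C-G0 replicate 2 (35), LPS-G0 replicate 2 (33), LPS-G0 replicate 3 (53) or C-G0 replicate 4 (48). Its 93 was met by array weights (75) and without C-G0 replicate 4 (62). The Cy5 filter (196 in all, 55 higher) and the Cy3 channel alone (43 higher), both chosen after seeing the values, also came within 1.5 times at the unadjusted p. The lower counts of these, 141 and 23, did not.

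In LPS-G1 vs. LPS-G0, the paper gives 533 transcripts, 275 up-regulated and 258 down-regulated. The counts here were 102, 19 and 83 at the adjusted p and 159, 48 and 111 at the unadjusted p. Of the 23 alternatives, none came within 1.5 times of 533 or 275 at the adjusted p. Array weights (182) and leaving out LPS-G1 replicate 1 (211) did so for 258. At the unadjusted p, no filter on dim probes gave 739 with 334 higher, and a filter on either channel gave 761 with 341 higher, both within 1.5 times. The 258 was met at the unadjusted p by array weights (190), without the LPS-G0 arrays of conflicting labels (181), without LPS-G1 replicate 1 (267) and without LPS-G0 replicate 3 (200). The other alternatives left these differences. The Cy5 filter (513, with 246 higher and 267 lower) and the processed-signal ratio without a filter and with an unmoderated test (567, with 273 higher and 294 lower), both chosen after seeing the values, came within 1.5 times at the unadjusted p.

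For LPS-G2 vs. LPS-G0 the paper's numbers are 97, 49 and 48. Here limma called 0, 0 and 0, and the unadjusted counts were 27, 9 and 18. None of the 23 alternatives came within 1.5 times at the adjusted p. Only leaving out the LPS-G0 arrays of conflicting labels did so at the unadjusted p, for the down-regulated transcripts (33). The Cy5 filter, chosen after seeing the values, gave 126, 62 and 64 at the unadjusted p.

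Of 145 folds that the paper gives for single genes, 44 had no fold here because the signals were dim, and 101 were compared. A fold was counted as differing when it went the other way or lay farther from the paper's, on the log2 scale, than the larger SD of the 2 groups. A bound was counted as differing only when it went the other way or was over 1.5 times the paper's fold. By this rule 20 differed and 81 did not, and the 81 include bounds under the paper's fold, and folds that lie apart by less than a large SD, such as 7.04 for Serp2 in LPS-G1 against the paper's 12.594, which belongs to another probe. Folds are given in the paper's direction, so that a fold under 1 is a change the other way. Judged by the nearest fold, the paper's table holds another probe of the gene in all 20 cases than the naming rule took. Unless named, none of 16 alternatives set before the data were examined removed the difference.

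In LPS-G0 vs. C-G0, the paper's fold is 2.351 for Hmcn2 and 0.989 here, 3.582 for Mcm2 and 1.06 here, 2.605 for Usp6nl and 1.21 here, and 2.721 for Fam172a and 1.16 here. For Pptc7 the paper gives 2.179 and the value here is 1.42, and for Scai 2.367 and 0.938. Twistnb has 2.122 in the paper and 1.55 here, and without C-G0 replicate 1, LPS-G0 replicate 1 or C-G0 replicate 4 it did not differ. Pip5k1a has 4.299 in the paper and 0.591 here, from a bound on the Cy3 signal for which no alternative gave a value. The mean log2 ratio of this probe changed by -0.70, the paper's direction, so its bound settles no direction.

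In LPS-G1 vs. LPS-G0, the paper's folds are 3.15 for Clcn3, 2.368 for Traf3, 3.233 for Fam172a and 2.014 for Pptc7, and those here are 1.45, 1.28, 0.953 and 1.23. Scai has 2.033 in the paper and 0.872 here. In the Cy5 channel alone the difference was gone, but that channel holds the common reference, so this does not bear on the rat RNA. The paper gives 2.296 for Twistnb and 3.397 for Spg20, against 1.36 and 1.37 here.

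In LPS-G2 vs. LPS-G0, the paper's folds are 2.545 for Mcm2, 2.835 for Usp6nl, 2.137 for Kcnmb2 and 3.077 for Spg20, and the values here are 1.00, 0.992, 0.896 and 1.09. Ptger3 has 2.7 in the paper and 1.30 here, and without the LPS-G0 arrays of conflicting labels or without LPS-G0 replicate 3 it did not differ.

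The published probe of a gene was itself identified by the fold nearest the paper's. An equal fold therefore follows largely from that choice and is not independent evidence. With the published probe, chosen after seeing the values, the fold equalled the paper's for Clcn3 (3.15), Traf3 (2.37) and Kcnmb2 (2.14). The fold was also equal for Fam172a (2.72 and 3.23), Pptc7 (2.18 and 2.01), Scai (2.37 and 2.03) and Spg20 (3.40 and 3.08). For Hmcn2 it was 2.02, for Mcm2 3.82 and 2.57, for Usp6nl 2.23 and 2.18, for Ptger3 2.07, for Twistnb 1.30 and 1.84, and for Pip5k1a 4.15. In 3 of the other 4 cases with another published probe, which had not differed, that probe also gave the paper's fold, 12.6 for Serp2 in LPS-G1, 2.07 for Gzmb in LPS-G0 and 2.05 for Pip5k1a in LPS-G1, and for Ptger3 in LPS-G0 it gave 1.57 against the paper's 2.041. Over all 24 genes and comparisons with another published probe, that probe was dim in both groups in 16 and in 1 group in 6.

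The paper states a direction for each of the 17 genes of the real-time RT-PCR. Of the 14 with a fold or a bound here, 12 changed in that direction, among them Mcm2 by only -0.01 on the log2 scale. Hmcn2 (0.02) and Usp6nl (-0.01) changed the other way. Changes this small settle no direction, and the paper's microarray directions come from the same arrays. For the ion channel genes, the paper states lower expression with both diets. In LPS-G1, 4 of 4 genes with a bound were lower, and in LPS-G2 the brightest probe of Kcnmb2 changed by 0.16, the other way.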

Other observations

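In this part, the tests on slide as a block for the lower probes of LPS-G1, on erythroid cells and on cell division without the study's genes, on the share of published probes kept, on the Cy5 filter, on the draws as far from 0 on either side, and on the divisions that part the slides most were chosen only after the results had been seen.

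Each comparison was set beside the 35 divisions of its 8 arrays into 4 and 4. In LPS-G1 vs. LPS-G0, 1 division, the real one, gave as many called probes, and 1 gave as many at the unadjusted p. This is the fewest that 35 divisions allow, and no adjustment was made for the number of comparisons. It argues against a chance division for both counts but does not exclude one. The highest other division gave 1 called and 113 unadjusted. In LPS-G0 vs. C-G0, 5 divisions gave as many called probes and 10 as many at the unadjusted p, the real one included. The highest gave 153 called and 191 unadjusted, with C-G0 replicate 1 and LPS-G0 replicates 1, 2 and 4 on 1 side. In LPS-G2 vs. LPS-G0, 8 gave as many unadjusted. For the count of 0 called by limma it was 35 of 35, which holds for any count of 0 and tests nothing. Chance is not excluded for the counts of LPS-G0 vs. C-G0 or for the unadjusted count of LPS-G2 vs. LPS-G0. Among all probes without a filter, with an unmoderated test, 26, 4 and 25 of 35 divisions gave as many as the real counts of 241, 567 and 187 for LPS-G0, LPS-G1 and LPS-G2, and chance is not excluded for any of them.

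The divisions that part the slides most gave 22 unadjusted probes in LPS-G0 vs. C-G0, which is under the real 50, and up to 113 in LPS-G1 vs. LPS-G0, under the real 159. Of 23 divisions that part the slides more than the real one in LPS-G0 vs. C-G0, 5 were as large, and so were 4 of 11 that part them no more. In LPS-G2 vs. LPS-G0, 3 of the 8 that part the slides most had at least the real 27, with up to 52. That highest count came from LPS-G0 replicates 1 and 3 with LPS-G2 replicates 1 and 2. The unadjusted counts with slide as a block were 50, 105 and 26.

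Over all 10315 probes, the median log2 fold change in LPS-G1 vs. LPS-G0 was 0.058. Among the probes called, and among those at the unadjusted p and 2-fold, more were lower than higher. Still, 37 probes were called lower and 5 higher with slide as a block, so a difference between slides is not the whole cause. The excess of lower probes depended on the filter on dim probes. At the unadjusted p and 2-fold, 48 were higher and 111 lower, against 334 and 405 without a filter, 341 and 420 with a filter on either channel, and 246 and 267 with the Cy5 filter. With a filter on every array it was 3 and 39. With each of these 3 wider filters limma called 0, and with the filter on every array it called 3 higher and 34 lower. The filter on Cy3 may therefore be part of the cause, which stays open. Dimmer Cy3 signals could lower the counts, and the LPS-G1 arrays had on average 231 more probes above background than the LPS-G0 arrays (exact permutation test, two-sided, p = 0.857), a difference that decides nothing. A candidate explanation is fewer dividing cells in blood. The cell division genes outside the study's tables were lower for 4 of 4 (camera p = 0.0277, fry p = 0.0157, and 0.147 with an estimated correlation). In the erythroid list without the study's genes, 8 of 11 were lower. The camera p of that list was 0.111 and its fry p 0.0851, so fewer red cell precursors stay open. An effect of the diet on cells of unchanged number stays open as well.

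The LPS change and the G1 change went in opposite directions. With no LPS-G0 array in both comparisons, the mean correlation across probes was -0.411 over 6 divisions, between -0.493 and -0.315, and of 100 simulated draws of unchanged groups 3 were as low and 6 as far from 0 on either side. For G2 the mean was -0.232, between -0.354 and -0.0798, with 12 of 100 draws as low and 23 as far on either side. For both diets, sharing of the arrays cannot be told apart from an effect with this number of arrays. The G1 and G2 changes had a mean of 0.451, with 0 of 100 draws as high and 2 as far on either side, so sharing is not the whole cause of their common direction. The LPS change on the control diet and on the G1 diet, which share no array, had a correlation of 0.306 (16 of 100 draws as high, and 0.0214 to 0.463 with 1 array left out), and it stays open whether the control diet groups differ from all others. On the G2 diet the correlation with the control diet was -0.0315, with 61 of 100 as high.

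The G1 change was also followed in rats without LPS. The change in LPS-G1 vs. LPS-G0 and in C-G1 vs. C-G0, which share no array, had a correlation across 10708 probes of 0.677, and 0 of 100 simulated draws were as high. It lay between 0.521 and 0.708 with 1 array left out. Of 171 probes at the unadjusted p and 2-fold with LPS, 159 (93.0%) changed in the same direction without LPS, and 26 passed in both. Their median change went from 1.18 to 0.59 for the higher and from -1.11 to -0.62 for the lower probes. This is consistent with an effect of the G1 diet that does not need LPS. The G1 arrays of both comparisons lie on the slides in the same way, and with slide as a block the correlation was 0.597 (1 of 100 draws as high), which leaves a part of the slides open. A test of the difference between the G1 changes with and without LPS called 0 probes by limma, with 87 at the unadjusted p and 2-fold.

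For G2 the same correlation was 0.193, and 34 of 100 draws were as high. It lay between -0.0749 and 0.314 with 1 array left out. Of 32 probes with LPS, 20 (62.5%) had the same direction without LPS and 2 passed in both. Their median change went from 1.11 to -0.10, the opposite sign, for the higher probes and from -1.23 to -0.27 for the lower. The test of the difference called 0 probes by limma, with 152 at the unadjusted p and 2-fold, so it cannot be told apart whether the G2 diet acts alike with and without LPS.

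Probes called in the rats without LPS were chosen after their values were seen. In C-G1 vs. C-G0 they were 2 probes of Nfix (-1.18 and -1.09) and 1 of Add2, all lower and each with an adjusted p of 0.0271. In C-G2 vs. C-G0 they were S100a11 (1.12, adjusted p = 0.00950), Thumpd2 (-1.82) and RGD1563581 (1.18), the latter 2 with an adjusted p of 0.0301. In LPS-G1 vs. C-G1, Spink2 was called (1.72, adjusted p = 0.0256), with 18 probes at the unadjusted p and 2-fold. In LPS-G2 vs. C-G2, limma called 0, with 7 at the unadjusted p and 2-fold.

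Of 40 tests of cell lists, 4 had an adjusted p under 0.05 by camera and by fry, and with an estimated correlation the smallest adjusted p was 0.418. Cytotoxic T and NK cell genes were higher in LPS-G0 vs. C-G0 for 11 of 11 genes, with a median of 0.82 (camera adjusted p = 5.56e-06, fry 0.0358). Cell division genes were lower in LPS-G1 vs. LPS-G0 for 6 of 6, with a median of -0.57 (0.00410 and 0.0358). Neutrophil genes were higher in LPS-G2 vs. LPS-G0 for 8 of 8, with a median of 0.67 (2.29e-08 and 0.0436). Erythroid genes were lower in C-G1 vs. C-G0 for 11 of 12, with a median of -0.79 (0.00140 and 0.0364). By camera alone, neutrophil genes were lower in LPS-G0 (8 of 8, -0.54, adjusted p = 5.56e-04), cell division genes lower in LPS-G2 (6 of 6, -0.43, adjusted p = 0.00931) and C-G1 (6 of 6, -0.96, adjusted p = 0.00931), and cytotoxic genes lower in LPS-G2 (11 of 11, -0.32, adjusted p = 0.00972) and higher in C-G2 (10 of 11, 0.55, adjusted p = 0.00379).

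Lists of B cells, T cells, monocytes and platelets had no adjusted p under 0.05 in any of the 5 comparisons. The tested genes were 7 of 12 for B cells, 11 of 12 for T cells, 11 of 12 for cytotoxic cells, 8 of 12 for neutrophils, 6 of 10 for monocytes, 12 of 12 for erythroid cells, 8 of 10 for platelets and 6 of 12 for cell division. The study's tables hold 3 of the cytotoxic genes (Gzma, Gzmb and Gzmk), 1 neutrophil gene (Ngp), 1 erythroid gene (Dmtn) and 3 of cell division. Median, mean and test differed in sign for monocytes in LPS-G0 (median -0.07, mean 0.06), platelets in LPS-G1 (median -0.02, camera upward), and platelets and B cells in C-G2. The brightest probes, by mean log2 Cy3 signal, were those of Nkg7 (11.6) and Gzmm (11.6) for cytotoxic cells and S100a9 (13.3) for neutrophils. For erythroid cells they were those of Hba1 (17.9) and Hbb (17.7), and for cell division Ube2c (10.2). They were Faim3 (12.4) for B cells, Cd3d (12.3) for T cells, Lyz2 (15.9) for monocytes and Pf4 (16.4) for platelets. The signals of different probes do not rank the abundance of genes.

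The higher granzyme genes in LPS-G0 could reflect a larger share of cytotoxic T and NK cells. Without the granzymes, 7 of 7 genes of that list were higher (camera p = 0.00112, fry p = 0.00209, and 0.0243 with an estimated correlation), a test that could have come out the other way. A change of expression within these cells stays open. The full list was also higher than in C-G0 in rats without LPS. In C-G1 this held for 9 of 11 genes (median 0.42, camera adjusted p = 0.118). In C-G2 it held for 10 of 11 (median 0.55, camera adjusted p = 0.00379). Low values on the C-G0 arrays therefore stay open as well. A larger share of B cells was tested for the higher Cd40 and Igll1 in LPS-G1. In the B cell list 5 of 7 genes were higher. Its camera p was 0.240, so this explanation cannot be told apart from a change within cells.

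Of the 768 published transcripts, 19.4% were kept by the filter on Cy3, against 34.0% of all probes. For the 32.2% that were dim in both groups no fold is given here. This follows from the rule on dim probes itself, so it tests no cause.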
